# LC3-associated phagocytosis of neutrophils triggers tumor ferroptotic cell death in glioblastoma

**DOI:** 10.1038/s44318-024-00130-4

**Published:** 2024-05-28

**Authors:** Tong Lu, Patricia P Yee, Stephen Y Chih, Miaolu Tang, Han Chen, Dawit G Aregawi, Michael J Glantz, Brad E Zacharia, Hong-Gang Wang, Wei Li

**Keywords:** Tumor Necrosis, LC3-associated Phagocytosis, Neutrophil, Ferroptosis, Glioblastoma, Autophagy & Cell Death, Cancer, Immunology

## Abstract

Necrosis in solid tumors is commonly associated with poor prognostic but how these lesions expand remains unclear. Studies have found that neutrophils associate with and contribute to necrosis development in glioblastoma by inducing tumor cell ferroptosis through transferring myeloperoxidase-containing granules. However, the mechanism of neutrophilic granule transfer remains elusive. We performed an unbiased small molecule screen and found that statins inhibit neutrophil-induced tumor cell death by blocking the neutrophilic granule transfer. Further, we identified a novel process wherein neutrophils are engulfed by tumor cells before releasing myeloperoxidase-containing contents into tumor cells. This neutrophil engulfment is initiated by integrin-mediated adhesion, and further mediated by LC3-associated phagocytosis (LAP), which can be blocked by inhibiting the Vps34-UVRAG-RUBCN-containing PI3K complex. Myeloperoxidase inhibition or Vps34 depletion resulted in reduced necrosis formation and prolonged mouse survival in an orthotopic glioblastoma mouse model. Thus, our study unveils a critical role for LAP-mediated neutrophil internalization in facilitating the transfer of neutrophilic granules, which in turn triggers tumor cell death and necrosis expansion. Targeting this process holds promise for improving glioblastoma prognosis.

## Synopsis

Neutrophils induce ferroptosis in glioblastoma, thus promoting necrosis during early tumor progression but the underlying mechanisms remain unclear. Here, neutrophil engulfment by tumor cells is uncovered as a critical step facilitating the transfer of neutrophilic granules and tumor cell ferroptosis.

- Statins inhibit neutrophil-induced tumor cell death by blocking neutrophilic granule transfer.
- Integrin-mediated cell adhesion is required for tumor cell killing by neutrophils.
- Neutrophils are engulfed by tumor cells before releasing myeloperoxidase-containing contents into tumor cells.
- LC3-associated phagocytosis is responsible for neutrophil internalization by tumor cells.
- Myeloperoxidase inhibition or Vps34 depletion reduces necrosis in glioblastomas and prolongs survival of tumor-bearing mice.

## Abstract (web summary)

Neutrophil engulfment by tumor cells facilitates transfer of neutrophilic granules and ferroptosis in brain cancer.

## Introduction

Tumor necrosis describes the extensive cell and tissue death frequently observed in advanced solid tumors. Serving as a histological hallmark and a predictor of poor prognosis in various cancers, necrosis has been implicated in driving tumor progression and resistance to several therapies (Yee and Li, 2021). Therefore, the prevention of necrosis in tumors could yield significant clinical benefits. Despite its significance, the precise mechanisms underlying necrosis in tumor development remain largely unclear, although it is generally believed that necrosis is initiated by specific metabolic stresses resulting from the deprivation of oxygen and nutrients due to inadequate blood supply.

Necrosis in glioblastomas (GBM), the most common and aggressive primary brain malignancy in adults, is a well-known diagnostic hallmark. Previous studies have identified a temporal and spatial correlation between necrosis and neutrophils (Yee et al, 2020). The association between neutrophils and necrosis has also been observed during the GBM proneural to mesenchymal transition and in melanoma metastases (Chen et al, 2023; Weide et al, 2023). This association is consistent with findings that neutrophils undergo pro-tumorigenic reprogramming during GBM progression (Friedmann-Morvinski and Hambardzumyan, 2023; Magod et al, 2021). Neutrophils are not merely passively recruited to necrotic sites within tumors; they also actively contribute to promoting necrosis by inducing tumor cell death through ferroptosis (Yee et al, 2020). In this process, neutrophil-derived myeloperoxidase (MPO) is transferred to tumor cells and responsible for inducing tumor cell ferroptosis. However, the mechanism underlying the transfer of MPO-containing contents remains elusive.

In this study, utilizing an unbiased small molecule screen, we discovered that the statin family of β-Hydroxy β-methylglutaryl-CoA (HMG-CoA) reductase inhibitors can rescue tumor cells from neutrophil-induced cell death. This rescue mechanism involves blocking the internalization of neutrophils by tumor cells, thereby preventing the transfer of neutrophilic contents into tumor cells. Further investigation into the process of neutrophil internalization revealed its occurrence through LC3-associated phagocytosis. Pharmacological or genetic inhibition of the Vps34-containing PI3K complex in tumor cells can suppress their ability to engulf neutrophils, thus protecting themselves from neutrophil-induced cell death. In an orthotopic xenograft GBM mouse model, inhibition of MPO or depletion of Vps34 reduced necrosis formation, leading to prolonged survival of tumor-bearing mice.

## Results

### Statins can inhibit neutrophil-mediated cell-killing

To study neutrophil-induced tumor cell death, we performed a small-molecule screen using a library containing 1190 compounds, most of which are FDA-approved drugs. The screen used a coculture system containing differentiated HL-60 (dHL-60) neutrophils and LN229^TAZ(4SA)^ human GBM cells. As a control, tumor cells cultured alone were also exposed to the compounds (Fig. 1A). The results showed that five hits significantly (FDR < 0.01) increased survival of LN229^TAZ(4SA)^ cells in the coculture. Within these hits, both fluvastatin and atorvastatin belong to statins (Fig. 1B, red circles). Interestingly, among another four statins included in the screen, three were also able to increase the viability of LN229^TAZ(4SA)^ cells in the coculture (Fig. 1B, blue circles). Multiple statins (five out of six) showed positive effects from the screen, suggesting that statins can inhibit the neutrophil-induced tumor cell death.

**Figure 1:**
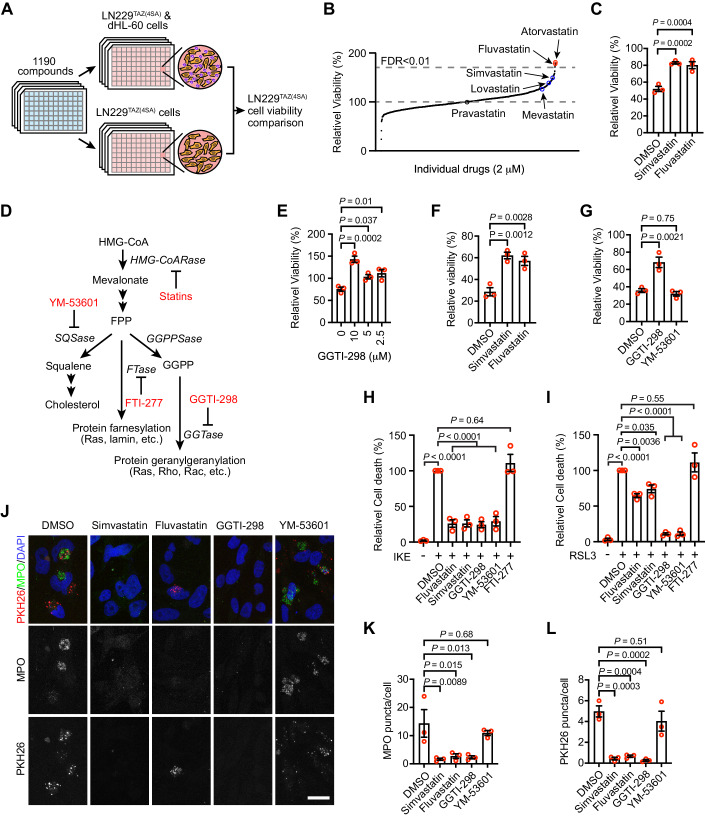
An unbiased screen found that statins can inhibit neutrophil-mediated cell killing. (**A**) Schematic detailing the unbiased drug screen. Luciferase readouts of cocultured wells were normalized to their respective monocultured wells, both in the presence of the tested drug (2 µM), to determine the relative viability. (**B**) Dataset summarizing the results of the unbiased drug screen. Relative viabilities of each drug were normalized to the DMSO control groups. (**C**) Cancer cell viability determined using luciferase readouts for LN229^TAZ(4SA)^ cells cocultured with dHL-60 cells with DMSO, simvastatin (2.5 µM), or fluvastatin (2.5 µM). Luminescence readouts of cocultured wells were normalized to their respective LN229^TAZ(4SA)^ cells monocultured wells, both with drugs (*n* = 3 independent experiments), one-way ANOVA. (**D**) Diagram summarizing the MVA pathway and the targets of drugs tested. (**E**) Luciferase assay results for LN229^TAZ(4SA)^ cells cocultured with dHL-60 cells with GGTI-298 (*n* = 3 independent experiments). Luminescence readouts of cocultured wells were normalized to their respective LN229^TAZ(4SA)^ cells monocultured wells, both with drugs. One-way ANOVA. (**F**) Cancer cell viability determined using luciferase readouts for LN229^TAZ(4SA)^ cells cocultured with TAN with DMSO, simvastatin (2.5 µM), or fluvastatin (2.5 µM). Luminescence readouts of cocultured wells were normalized to their respective LN229^TAZ(4SA)^ cells monocultured wells, both with drugs (*n* = 3 independent experiments), one-way ANOVA. (**G**) Luciferase assay results for LN229^TAZ(4SA)^ cells cocultured with TAN with GGTI-298 (10 µM) and YM-53691 (10 µM) (*n* = 3 independent experiments). Luminescence readouts of cocultured wells were normalized to their respective LN229^TAZ(4SA)^ cells monocultured wells, both with drugs. One-way ANOVA. (**H**, **I**) Cell death evaluated using YOYO-3 Iodide stain for LN229^TAZ(4SA)^ cells cultured with (**H**) IKE (0.75 µM) or (**I**) RSL3 (0.125 µM) with DMSO, fluvastatin (2.5 µM), simvastatin (2.5 µM), GGTI-298 (5 µM), YM-53601 (10 µM), or FTI-277 (10 µM) (*n* = 3 independent experiments), one-way ANOVA. (**J**) Representative images showing immunofluorescent PKH26, MPO and DAPI signal for LN229^TAZ(4SA)^ cells cocultured with PKH26-labeled dHL-60 cells with DMSO, simvastatin (5 µM), fluvastatin (5 µM), GGTI-298 (10 µM), or YM-53601 (10 µM) (*n* = 3). Scale bar, 10 µm. (**K**) Quantification of MPO puncta in each tumor cell in the experiments as shown in (**J**). Two fields of view were used for each group in each experiment (*n* = 3 independent experiments). One-way ANOVA. (**L**) Quantification of PKH26 puncta in each tumor cell in the experiments as shown in (**J**). Two fields of view used for each group in each experiment (*n* = 3 independent experiments). One-way ANOVA. Error bars, s.e.m. Source data are available online for this figure.

To confirm the above finding, we tested simvastatin and fluvastatin individually. Indeed, both statins increased the viability of LN229^TAZ(4SA)^ cells when they are cocultured with dHL-60 neutrophils (Fig. 1C). Statins are β-Hydroxy β-methylglutaryl-CoA (HMG-CoA) reductase inhibitors, which can block mevalonate production and multiple downstream effectors of the mevalonate pathway (Mullen et al, 2016). To understand how inhibition of the mevalonate pathway by statins can suppress neutrophil-induced tumor cell death, we tested three downstream branches of the pathway, including squalene-cholesterol production, protein farnesylation and geranylgeranylation, by using inhibitors working on each branch (Fig. 1D). GGTI-298, but not YM-53601 or FTI-277, rescued the tumor cell-killing by neutrophils (Figs. 1E, EV1A and EV1B). Primary neutrophils isolated from tumors can induce tumor cell death through ferroptosis (Yee et al, 2020). To examine whether tumor cell death induced by these tumor-associated neutrophils (TAN) can also be inhibited by statins, we purified TAN from LN229^TAZ(4SA)^ cell-derived tumors and cocultured them with LN229^TAZ(4SA)^ cells. Indeed, the viability of LN229^TAZ(4SA)^ cells was increased by simvastatin, fluvastatin, and GGTI-298, but not YM-53601 (Fig. 1F, G).

**Figure EV1:**
Viability of LN229^TAZ(4SA)^ cells cocultured with dHL-60 cells in the presence of various inhibitors. (**A**, **B**) Luciferase assay results for LN229^TAZ(4SA)^ cells cocultured with dHL-60 cells with YM-53691 (*n* = 3 independent experiments), and FTI-277 (*n* = 3 independent experiments). Luminescence readouts of cocultured wells were normalized to their respective LN229^TAZ(4SA)^ cells monocultured wells, both with drugs. One-way ANOVA. (**C**) Luciferase assay results for LN229^TAZ(4SA)^ cells cocultured with dHL-60 cells with ferrostatin-1 (2 µM), liproxstatin-1 (0.2 µM), and DFO (0.2 mM). Luminescence readouts of cocultured wells were normalized to their respective LN229^TAZ(4SA)^ cells monocultured wells, both with drugs (*n* = 3 independent experiments). One-way ANOVA. (**D**) Luciferase assay results for LN229^TAZ(4SA)^ cells cocultured with dHL-60 cells with 4-ABAH (2 µM) or PF06282999 (2 µM). Luminescence readouts of cocultured wells were normalized to their respective LN229^TAZ(4SA)^ cells monocultured wells, both with drugs (*n* = 3 independent experiments). One-way ANOVA. Error bars, s.e.m.

It was previously shown that mevalonate pathway inhibition can regulate ferroptosis (Garcia-Bermudez et al, 2019; Liang et al, 2022; Shimada et al, 2016; Viswanathan et al, 2017), and neutrophil-induced cell-killing occurs through ferroptosis (Yee et al, 2020). We observed that dHL-60 cells-induced LN229^TAZ(4SA)^ cell death can be rescued by ferrostatin-1, liproxstatin-1 and deferoxamine (DFO) (Fig. EV1C), therefore, confirming the cell death is ferroptosis (Yee et al, 2020). We then examined whether the mevalonate pathway inhibitors could inhibit ferroptosis. Simvastatin, fluvastatin, YM-53601 and GGTI-298 all inhibited IKE-induced ferroptosis, although FTI-277 did not (Fig. 1H). The ferroptosis inhibitory effect of these small molecules, except FTI-277, was also observed when ferroptosis was induced by RSL3, although simvastatin and fluvastatin showed milder effect (Fig. 1I). Because YM-53601 inhibits both IKE- and RSL3-induced ferroptosis but cannot rescue neutrophil-induced tumor cell-killing, it is likely that inhibiting ferroptosis per se is not sufficient for rescuing neutrophil-induced cell-killing by simvastatin, fluvastatin, or GGTI-298.

Our previous studies indicated that neutrophils trigger tumor cell ferroptotic death through intercellular transfer of MPO-containing granular contents into tumor cells and that MPO activity is essential for the neutrophil cytotoxicity (Yee et al, 2020). To further examine whether MPO activity is required for neutrophil-mediated cell killing, we used 4-aminobenzoic acid hydrazide (4-ABAH) and PF06282999, two small-molecule MPO inhibitors (Kettle et al, 1995; Ruggeri et al, 2015). Adding either of them can rescue LN229^TAZ(4SA)^ cells from dHL-60-induced cell killing (Fig. EV1D), therefore confirming the requirement of MPO activity in the cell-killing process. We further examined whether simvastatin, fluvastatin, or GGTI-298 can inhibit the neutrophilic content transfer. As reported previously (Yee et al, 2020), when dHL-60 neutrophils prelabelled with a lipophilic membrane fluorescent dye, PKH26, were cocultured with LN229^TAZ(4SA)^ tumor cells, we observed that tumor cells contain PKH26^+^ puncta and MPO^+^ granules (Fig. 1J). In the presence of simvastatin, fluvastatin, or GGTI-298, but not YM-53601, tumor cells containing neutrophil-derived PKH26^+^ puncta and MPO^+^ granules were much fewer than in controls (Fig. 1J–L). Therefore, these results suggested that several small molecules that interrupt the mevalonate-protein geranylgeranylation pathway can inhibit neutrophil-induced cell-killing, likely through blocking the neutrophilic content transfer.

### Direct cell–cell contact is required for the neutrophilic content transfer and tumor cell-killing by neutrophils

To study how the neutrophilic content transfer is achieved, we examined whether direct cell–cell contact is required for the transfer process. Two approaches were employed for this test (Fig. 2A). First, we compared LN229^TAZ(4SA)^ cells cultured in dHL-60 neutrophil-conditioned medium to those cocultured with neutrophils directly. Although neutrophil-derived PHK26^high^ contents were observed in the cocultured LN229^TAZ(4SA)^ cells, those cultured in the conditioned media did not show these contents (Fig. 2B). In the second approach, we used a Boyden chamber assay to coculture neutrophils and tumor cells. In this case, intercellular transfer of neutrophil-derived PHK26^high^ contents was not observed (Fig. 2B). These observations were also confirmed when LN229^TAZ(4SA)^ cells were cocultured with differentiated 32Dcl3 (d32Dcl3) mouse neutrophils when the same assays were conducted (Fig. 2C). In addition, when MPO was examined through immunofluorescent staining, its transfer to tumor cells from d32Dcl3 neutrophils did not occur when these cells were not cultured together or were cocultured with the Boyden chamber (Fig. 2D). Intracellular lipid peroxide level increases in tumor cells when they are cocultured with neutrophils and this effect can be blocked by ferroptosis inhibitors (Yee et al, 2020). To examine if accumulation of lipid peroxides and cell death in tumor cells also rely on a direct tumor cell-neutrophil contact, we applied two similar approaches as described above. We found that both lipid peroxide accumulation and cell death of LN229^TAZ(4SA)^ cells were markedly diminished in dHL-60- or d32Dcl3-conditioned media, or in the presence of the insert (Fig. 2E–H). Therefore, these results indicated that direct cell contact is required for the neutrophilic content transfer and tumor cell-killing by neutrophils.

**Figure 2:**
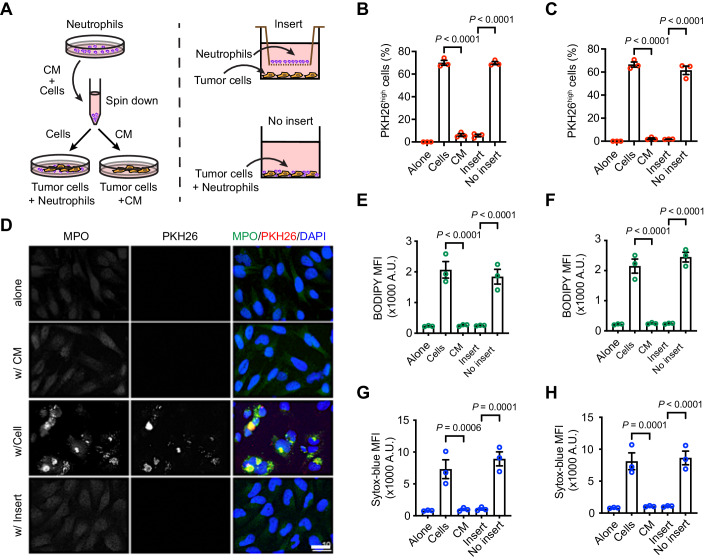
Direct cell–cell contact is required for the neutrophilic content transfer and tumor cell-killing by neutrophils. (**A**) Diagram showing the two strategies of coculturing neutrophils and tumor cells. On the left, ZsGreen-expressing LN229^TAZ(4SA)^ cells were cocultured with PKH26-labeled neutrophils (dHL-60 or d32Dcl3cl3) (cells) or with PKH26-labeled neutrophil-conditioned media (CM). On the right, ZsGreen-expressing LN229^TAZ(4SA)^ cells were cocultured with PKH26-labeled neutrophils separated by a Boyden chamber insert (3 μm) or with PKH26-labeled neutrophils without the insert (no insert). (**B**, **C**) Flow cytometry analysis of PKH^High^ ZsGreen^+^ cells in the coculture as shown in (**A**). One-way ANOVA. Neutrophils used were dHL-60 cells (**B**) and d32Dcl3cl3 cells (**C**) (*n* = 3 independent experiments for each). (**D**) Representative images showing immunofluorescent PKH26 signal, MPO staining, and DAPI staining. Groups shown are similar to (**C**) (*n* = 3), except that LN229^TAZ(4SA)^ cells do not express ZsGreen. Scale bar, 10 µm. (**E**, **F**) Flow cytometry analysis of groups indicated in (**B**) and (**C**), respectively, for BODIPY. LN229^TAZ(4SA)^ cells do not express ZsGreen in this case (*n* = 3 independent experiments for each). One-way ANOVA. (**G**, **H**) Flow cytometry analysis of groups indicated in (**B**) and (**C**), respectively, for Sytox-blue (*n* = 3 independent experiments for each). One-way ANOVA. Error bars, s.e.m. Source data are available online for this figure.

### Integrin-mediated cell adhesion is required for tumor cell-killing by neutrophils

HL-60 cells in a non-differentiated or naive state (ndHL-60) are not able to induce tumor cell death or transfer their contents into tumor cells (Yee et al, 2020). When PKH26-labeled ndHL-60 cells were cocultured with LN229^TAZ(4SA)^ tumor cells, we found that these killing-incapable cells showed less attachment to tumor cells than their killing-capable counterparts (Fig. 3A,B). The attachment appears to involve certain cell adhesion, as it is resistant to a physical disturbance (i.e., shaking the dishes or rinsing cells) (Fig. 3C,D). 

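HL-60 is an established human promyelocytic leukemia cell line that acquires neutrophil-like properties when it is treated with all-trans retinoic acid and granulocyte colony-stimulating factor. RNA of 2 libraries of differentiated cells (dHL-60) and 2 libraries of non-differentiated cells (ndHL-60) was sequenced. The paper's methods give 24 days of differentiation, while the description of the deposited series gives 7 days. The authors trimmed paired-end reads, aligned them to GRCh38 with HISAT2 on Galaxy and compared the groups with edgeR, and they deposited 1 table per library of log2 CPM, the reads on each gene relative to the size of the library, for the same 12369 genes. The labels of the deposited samples and the paper name the groups in opposite ways. The first 1999 of the 12369 rows of Dataset EV1 were compared with the tables, and each table equalled 1 column of Dataset EV1 in all 1999 rows. The tables of both samples labelled as parental equalled the columns of differentiated cells, and the tables of both samples labelled as differentiated equalled the columns of parental cells. The names dHL-60 and ndHL-60 follow Dataset EV1 throughout, so every direction given for the RNA-seq data would be opposite under the sample labels. Undoing the log and the offset inside it gave whole reads for 100% of the values. The reads summed over the listed genes were 31203268 and 33277175 in dHL-60 replicates 1 and 2, and 27157332 and 26042530 in ndHL-60 replicates 1 and 2. A gene without reads therefore has the lowest value of the tables, which 268 and 223 genes had in the dHL-60 libraries and 427 and 621 in the ndHL-60 libraries. To check whether a pair of replicates held 1 library, their counts were compared, and they differed by more than the sampling noise, with a chi-square per degree of freedom of 19.7 in dHL-60 and 82.8 in ndHL-60. Differences between the groups were tested on the deposited log2 values with limma, with a variance trend on expression and Benjamini-Hochberg adjustment, and genes with an adjusted p under 0.05 and a change of at least 2-fold were counted as changed. The offset of about 2 reads reduces the fold changes of genes with few reads, and 2 libraries per group limit how well the spread of each gene is known.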

To understand the differential attachment capability of HL-60 cells in the two different states, we performed RNA-seq analysis of gene expression in HL-60 cells. The gene expression profile changed remarkably when dHL-60 cells were compared with ndHL-60 cells (Fig. EV2A). 

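Of the 12369 genes tested, 1883 were higher and 1712 were lower in dHL-60 than in ndHL-60 cells (n = 2 libraries each). Without the limit on the fold change, 4789 genes had an adjusted p under 0.05 in limma. Of the higher genes, 198 had no reads in either ndHL-60 library, and 50 of the lower genes had none in either dHL-60 library. The limit on the fold change affected the counts most, since a test against a change of 2-fold left 877 higher and 482 lower genes. The balance between both directions depended on the scaling of the libraries. Higher genes made up 52.4% of the changed genes with the deposited scaling and 41.4% (1607 higher and 2277 lower) when the libraries were scaled to the reads of the listed genes, a scaling chosen after the data were seen that moved the median log2 fold change of all genes by -0.20. Across all genes, the log2 values of replicates had a Pearson correlation of 0.961 in dHL-60 and 0.950 in ndHL-60.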

Through Ingenuity Pathway Analysis of the differentially expressed genes (FC ≥ 1, FDR < 0.05), we found that the neutrophil degranulation pathway was the most significantly upregulated signaling (Fig. 3E). 

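The gene sets of Ingenuity Pathway Analysis were not used here, and 12 gene lists written by hand from general knowledge were tested in their place with limma's camera and Benjamini-Hochberg adjustment over the lists. The topics of the granule, mitosis, DNA replication, NADPH oxidase and ARP2/3 lists follow the paper's pathway figure, which was made from these same libraries. Their p-values are therefore not independent support for those pathways. Of 100 listed genes for granule and secretory vesicle proteins, 51 were higher and 20 lower in dHL-60 cells (median log2 fold change of 1.54, adjusted p = 8.33e-07). This list joins the azurophil, specific, gelatinase and secretory vesicle lists given below, which are therefore not separate evidence. Of its higher genes, 35 were secretory vesicle and membrane genes, while azurophil granule genes were more often lower (10) than higher (4). The list of NADPH oxidase subunits and chemoattractant receptors had 13 of 17 genes higher and 0 lower (median log2 fold change of 2.89, adjusted p = 6.33e-08). Genes of the ARP2/3 and WASP complexes changed less, with 7 of 20 higher and 2 lower (median log2 fold change of 0.85, adjusted p = 0.00649). In the opposite direction, 42 of 44 genes of mitosis and its checkpoints were lower (median log2 fold change of -1.61, adjusted p = 2.83e-17), as were 39 of 47 genes of DNA replication (median log2 fold change of -1.87, adjusted p = 6.44e-17). Adjusted over the list alone, the genes past the threshold numbered 72 for the granule list against 71 over all genes, 43 against 42 for mitosis, 39 against 39 for DNA replication, 13 against 13 for the NADPH oxidase list and 9 against 9 for ARP2/3 and WASP. All 5 of these lists passed an adjusted p of 0.05 under limma's fry, and none did when camera estimated the correlation between genes from the 4 libraries, with adjusted p from 0.0860 to 0.134. With so few libraries, that form of camera has few degrees of freedom and can hardly give a small p-value. For ARP2/3 and WASP the estimated correlation was -0.0095, below the preset 0.01, so correlation did not cause that loss. Without ndHL-60 replicate 2, the median of the NADPH oxidase list was 2.00.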

Genes involved in this pathway showed markedly different expression in the two types of HL-60 cells (Fig. EV2B). Among these genes, integrin family genes (Fig. EV2A), such as *ICAM1, ITGAM,* and *ITGB2* are important for neutrophil adhesion to endothelial cells during extravasation, while *ITGAV* could activate other integrin signaling in neutrophils. 

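The granule and membrane genes changed in both directions. Of 48 genes for secretory vesicle and membrane proteins, 35 were higher and 2 lower in dHL-60 cells (median log2 fold change of 2.30, adjusted p = 6.99e-16 from limma's camera). The largest rises in this list were those of *ALPL*, at least 237-fold since neither ndHL-60 library had reads, *CR1* (log2 fold change 6.22) and *CEACAM1* (6.12, in a region where the antisense gene *LIPE-AS1* overlaps). Of the gelatinase granule genes, 7 of 13 were higher and 2 lower (median log2 fold change of 2.76, adjusted p = 0.00278). The specific granule genes went both ways, with 5 higher and 6 lower of 18 (median log2 fold change of 0.03, adjusted p = 0.462 in camera), and the list passed the threshold under limma's fry (adjusted p = 0.0199). The median of the specific granule list ranged from 0.095 to 0.284 when each library was left out in turn. The secretory vesicle, gelatinase granule and azurophil granule lists passed under fry as well, and none of these 4 lists did when camera estimated the correlation between genes, with adjusted p from 0.0860 to 0.659. For the secretory vesicle list the estimated correlation was -0.0098, so correlation did not cause its loss. *HP* rose by 3.85 and *CYBB* by 3.55 on the log2 scale, while *LTF* changed by -5.36. Azurophil granule genes were more often lower, 10 of 21, than higher, 4 (median log2 fold change of -1.04, adjusted p = 0.0135). Among genes with a mean log2 value of at least 3, the azurophil list no longer passed the threshold (adjusted p = 0.0545 in limma's camera for list azurophil granule). The list specific granule passed it with that filter (median log2 fold change of 1.14, adjusted p = 0.00377 in limma's camera). That filter removed its lower genes *LTF*, *MMP8*, *PGLYRP1*, *CAMP* and *LCN2* and none of its higher genes, so this median does not describe the whole list. From the azurophil list it removed the lower genes *ELANE* and *PRTN3*. *PRSS57* changed by -6.28, *ELANE* by -5.91 and *CTSG* by -4.12, and *GAA* rose by 5.12. *MPO*, on chromosome 17 from 58269855 to 58280935 of GRCh38.p14, had 282612 and 287992 reads in the dHL-60 libraries and 1017258 and 1042933 in the ndHL-60 libraries (log2 fold change of -1.93, standard error 0.09, adjusted p = 0.000274 in limma).

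**Figure D1:**
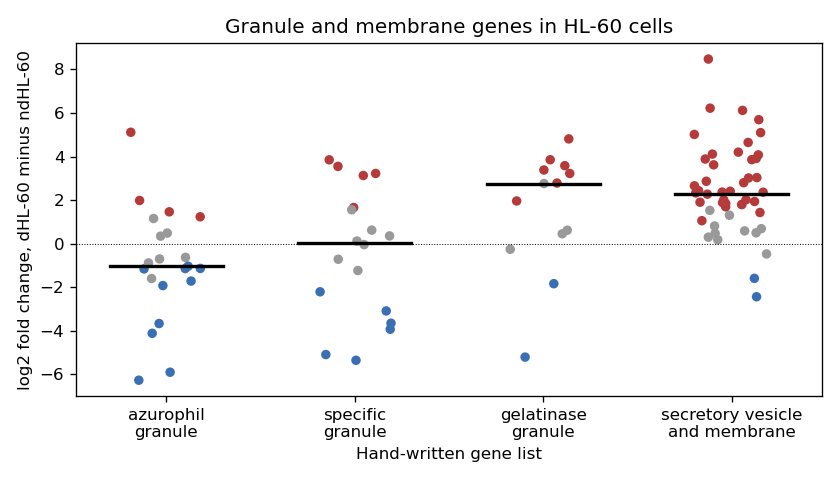
Log2 fold changes (dHL-60 minus ndHL-60, names by Dataset EV1) of the genes of 4 hand-written lists. Each point is 1 gene, red when higher and blue when lower past the threshold and grey otherwise, and the black lines mark the medians, from -1.04 for azurophil granule genes to 2.76 for gelatinase granule genes.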

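*ICAM1* (Entrez 3383), which encodes a ligand of β2 integrins, lies on chromosome 19 from 10271120 to 10286615 of GRCh38.p14. Its level was 8.45 ± 0.04 log2 CPM (SD, n = 2) in dHL-60 and 0.60 ± 0.96 (SD, n = 2) in ndHL-60 cells, from 10677 and 10923 reads against 71 and 25 (log2 fold change of 7.85, standard error 0.46, adjusted p = 0.000467 in limma). *ITGAM* (Entrez 3684), on chromosome 16 from 31259975 to 31332877, was at 7.41 ± 0.10 in dHL-60 and 3.50 ± 0.70 in ndHL-60 cells (log2 fold change of 3.91, standard error 0.34, adjusted p = 0.00130 in limma). *ITGB2* (Entrez 3689), on chromosome 21 from 44885953 to 44928815, was the most abundant of these genes at 12.06 ± 0.16 against 9.27 ± 0.06 (log2 fold change of 2.80, standard error 0.11, adjusted p = 0.000174 in limma). The antisense gene *ITGB2-AS1* overlaps 8630 bases of *ITGB2* and rose as well (log2 fold change 5.49), and the paper's text does not state whether the counting used the strand. In each of these genes, both dHL-60 libraries were above both ndHL-60 libraries. With 2 libraries against 2, an exact permutation test cannot give a two-sided p under 0.333, so the adjusted p-values rest on the spread that limma shares across genes. *ITGAV* was also past the threshold, with a smaller change than these genes. The paper states that genes of this family matter for neutrophil adhesion during extravasation, and it goes on to block integrin binding in the coculture to examine the attachment of dHL-60 cells to tumor cells.

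**Figure D2:**
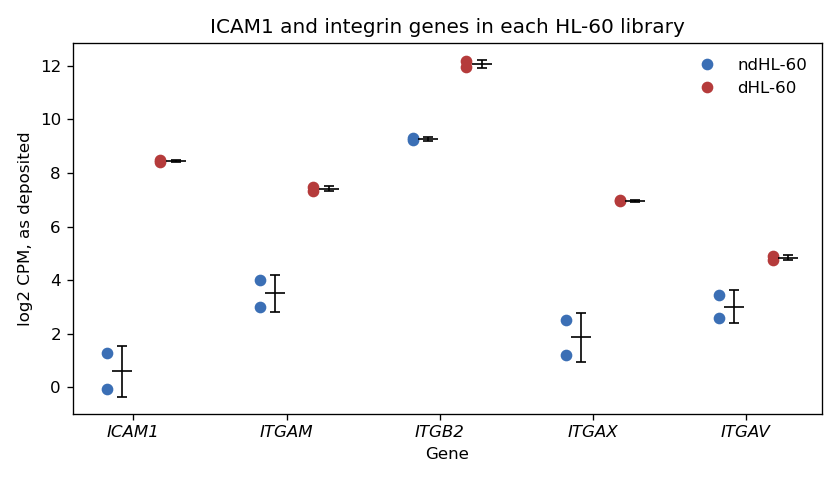
Deposited log2 CPM of *ICAM1* and 4 integrin genes in each library, with ndHL-60 in blue and dHL-60 in red (names by Dataset EV1). Points are the 2 libraries per state and black marks are the mean ± SD, and for each gene both dHL-60 points lie above both ndHL-60 points.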

Integrin α_v_β_1_ binds to its ligands through recognition of the RGD motif (Plow et al, 2000).

**Figure 3:**
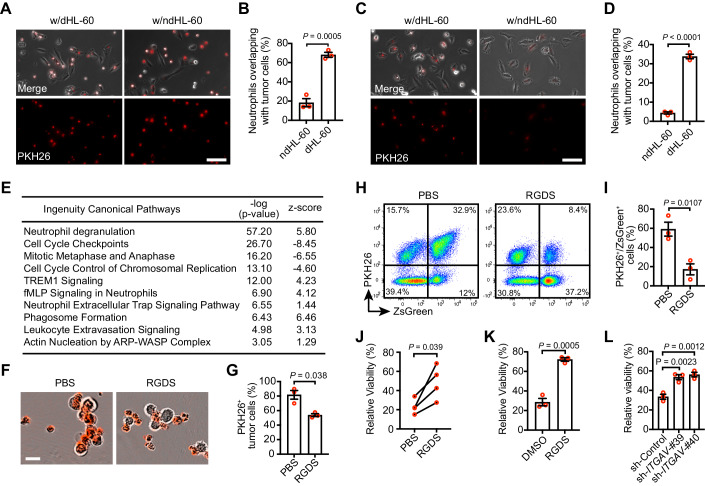
Integrin-mediated cell adhesion is required for tumor cell-killing by neutrophils. (**A**) Representative images showing LN229^TAZ(4SA)^ cells cocultured with PKH26-labeled dHL-60 and ndHL-60 cells (*n* = 3). Scale bar, 100 µm. (**B**) Quantification of LN229^TAZ(4SA)^ cells with overlapping PKH26-labeled dHL-60 and ndHL-60 cells (*n* = 3 independent experiments). Unpaired t-test. (**C**) Representative images showing LN229^TAZ(4SA)^ cells cocultured with PKH26-labeled dHL-60 and ndHL-60 cells. Wells were washed with fresh complete RPMI media, three times with agitation, before images were taken (*n* = 3). Scale bar, 100 µm. (**D**) Quantification of LN229^TAZ(4SA)^ cells with overlapping PKH26-labeled dHL-60 and ndHL-60 cells (*n* = 3 independent experiments). Unpaired t-test. (**E**) Top-regulated pathways in dHL-60 cells compared to ndHL-60 cells. Right-tailed Fisher’s exact test. (**F**) Representative images showing LN229^TAZ(4SA)^ cells cocultured with PKH26-labeled dHL-60 cells with PBS or RGDS (1 mM) (*n* = 3). Scale bar, 20 µm. (**G**) Quantification of LN229^TAZ(4SA)^ cells with overlapping PKH26-labeled dHL-60 cells (*n* = 3 independent experiments). Unpaired t-test. (**H**) Representative flow cytometry analysis for LN229^TAZ(4SA)^ cells expressing ZsGreen cocultured with PKH26-labeled dHL-60 cells with PBS or RGDS (1 mM). Percentages for cells in each quadrant are listed (*n* = 3). (**I**) Quantification of cells from (**H**) flow cytometry analysis with both PKH26 and ZsGreen signals. The percentage of the top right quadrant was divided by the total percentage of the top right and bottom right quadrants (*n* = 3 independent experiments). Unpaired t-test. (**J**, **K**) Cancer cell viability determined using luciferase readouts for LN229^TAZ(4SA)^ cells cocultured with dHL-60 cells (**J**) or TAN (**K**) with PBS or RGDS (1 mM). Luminescence readouts of cocultured wells were normalized to their respective LN229^TAZ(4SA)^ cells monocultured wells. In (**J**), *n* = 4 independent experiments, Paired t-test; in (**K**), *n* = 3 independent experiments, Unpaired t-test. (**L**) Cancer cell viability determined using luciferase readouts for LN229^TAZ(4SA)^ cells cocultured with dHL-60 cells transduced with indicated shRNAs. Luminescence readouts of cocultured wells were normalized to their respective monocultured wells for each LN229^TAZ(4SA)^ cell line (*n* = 3 independent experiments). One-way ANOVA. Error bars, s.e.m. Source data are available online for this figure.

**Figure EV2:**
Integrin expression and function in the coculture of LN229^TAZ(4SA)^ cells and dHL-60 cells. (**A**) Volcano plot of differentially expressed genes in dHL-60 cells compared to ndHL-60 cells. Upregulated integrin family genes are labeled. The Benjamini-Hochberg False Discovery Rate (FDR) test. (**B**) Heatmap plot of differentially expressed genes related to the neutrophil degranulation pathway. Two replicate samples (S1, S2) were analyzed in each condition. (**C**) dHL-60 cells transduced by indicated shRNAs were subjected to qRT-PCR (*n* = 2 technical replicates). (**D**, **E**) LN229^TAZ(4SA)^ cells transduced by indicated shRNAs were subjected to Western blotting. (**F**, **G**) Cancer cell viability determined using luciferase readouts for LN229^TAZ(4SA)^ cells transduced with indicated shRNAs cocultured with dHL-60 cells. Luminescence readouts of cocultured wells were normalized to their respective monocultured wells for each LN229^TAZ(4SA)^ cell line (*n* = 3 independent experiments). One-way ANOVA. Error bars, s.e.m.

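Of 26 integrin subunit genes, 16 were among the genes tested, of which 6 were higher and 3 lower in dHL-60 cells, both over all genes tested and adjusted over the list alone. *ITGAX*, on chromosome 16 from 31355176 to 31382999 of GRCh38.p14, rose from 1.86 ± 0.91 to 6.96 ± 0.03 log2 CPM (SD, n = 2; standard error of the difference 0.45, adjusted p = 0.00129 in limma). *ITGB7* rose by 3.82 on the log2 scale (standard error 0.32). *ITGA7* had 28 and 48 reads in the dHL-60 libraries and 0 in both ndHL-60 libraries, which makes it at least 11.9-fold higher by counting error alone. *ITGA5* was lower (log2 fold change of -2.60, standard error 0.39, adjusted p = 0.00613 in limma), as were *ITGA2B* (-2.13) and *ITGA4* (-1.04). *CERKL*, which overlaps 3900 bases of *ITGA4* on the opposite strand, changed by a similar -1.02 (adjusted p = 0.0607 in limma). A part of its reads in the change of *ITGA4* was not ruled out. The change of *ITGA2B* ranged from -2.66 to -1.61 and that of *ITGA4* from -1.25 to -0.83 when each library was left out in turn. *ITGA4* lost its call without the variance trend, and *ITGA2B* and *ITGA7* lost theirs with log2(CPM + 5), which shrinks the changes of genes with few reads. *ITGB1*, which encodes the β1 partner of αv, did not pass the threshold (log2 fold change 0.39, adjusted p = 0.184 in limma). As a list, the integrin subunits had a median log2 fold change of 1.12 (adjusted p = 0.0457 in limma's camera), and this call was lost in 5 of the alternatives, such as 0.40 with adjusted p = 0.0764 for genes with a mean log2 value of at least 0. Without dHL-60 replicate 1 the median was 0.35.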

To examine whether RGD-recognizing integrins are involved in the interaction between neutrophils and tumor cells, we used an RGDS peptide to block the integrin-ligand binding. Consistent with previous studies (Pierschbacher and Ruoslahti, 1984; Plow et al, 2000), adding RGDS into the tumor cell monoculture led to detachment of tumor cells, indicating that tumor cells rely on the RGD-interacting integrin to attach to the culture surface. To circumvent this effect on tumor cell-matrix attachment, we conducted the coculture assay in a 3-dimensional suspension condition. Like the 2-dimensional condition, PKH26-labeled dHL-60 cells adhered to the cocultured tumor cells (Fig. 3F, left panel). Most of the tumor cells appeared to overlap with dHL-60 cells (Fig. 3F,G). In the presence of the RGDS peptide, overlap of the two cell populations was significantly reduced (Fig. 3F,G). Using flow cytometry analysis in which dHL-60 was pre-labeled by PKH26 and tumor cells expressed ZsGreen, we found that cells possessing both markers were markedly reduced when adding the RGDS peptide (Fig. 3H,I). In this condition, tumor cells showed increased survival compared to the coculture condition without the RGDS peptide (Fig. 3J). When LN229^TAZ(4SA)^ cells were cocultured with TAN, their viability also increased in the presence of the RGDS peptide (Fig. 3K). Therefore, the above results suggested that integrin-mediated adhesion between tumor cells and neutrophils is involved in the cell–cell interaction and neutrophil-induced tumor cell-killing. 

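*ITGAV* (Entrez 3685), which encodes the integrin αv subunit, lies on chromosome 2 from 186590056 to 186680901 of GRCh38.p14, on the plus strand. In the libraries that Dataset EV1 names as differentiated, which the sample labels call parental, it had 892 and 862 reads, against 328 and 167 in the other libraries. Its level was 4.83 ± 0.10 log2 CPM (SD, n = 2) in dHL-60 and 3.02 ± 0.62 (SD, n = 2) in ndHL-60 cells (log2 fold change of 1.82, standard error 0.37, adjusted p = 0.0150 in limma). The ndHL-60 replicates differed more than the dHL-60 replicates, and leaving out each library in turn gave log2 fold changes from 1.38 without ndHL-60 replicate 2 to 2.26 without ndHL-60 replicate 1. With other variance models, filters, scalings and offsets or a replicate block, the gene passed the same threshold, with adjusted p from 0.00165 to 0.0445 in limma. It did not pass an adjusted p of 0.01 on the deposited values, nor the test against a 2-fold change (adjusted p = 0.191 in limma's treat).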

Since ITGAV is an RGD motif recognition integrin, that is upregulated in dHL-60 cells (Fig. EV2A), we examined whether it is involved in the neutrophil-mediated cell-killing process. Silencing the expression of ITGAV through two shRNAs in dHL-60 cells increased LN229^TAZ(4SA)^ cell viability in the coculture (Figs. EV2C and Fig. 3L). To examine whether any RGD motif recognition integrins in LN229^TAZ(4SA)^ cells could be involved, we knocked down ITGB1 or ITGA5 individually in the tumor cells through shRNAs targeting each of them (Fig. EV2D,E). Depletion each of them did not change the viability of LN229^TAZ(4SA)^ cells cocultured with dHL-60 cells (Fig. EV2F,G). Overall, these results indicated that integrin containing the ITGAV subunit in dHL-60 cells is responsible for the cell–cell interaction and neutrophil-induced tumor cell-killing.

### Neutrophil internalization by tumor cells

To further characterize the process from neutrophil-tumor cell adhesion to neutrophilic content transfer, we carried out time-lapse live-cell imaging of the coculture containing d32Dcl3 neutrophils and LN229^TAZ(4SA)^ tumor cells. The results showed that neutrophils are internalized by tumor cells, then fragmented inside of the latter cells (Fig. 4A, arrows). This phenomenon was also observed when d32Dcl3 neutrophils were cocultured with patient-derived primary GBM cells (Fig. 4B, arrows). With live-cell imaging, we observed that d32Dcl3 neutrophil internalization into LN229^TAZ(4SA)^ tumor cells was followed by tumor cell death (Fig. 4C, arrowheads). We then used transmission electron microscopy (TEM) to further examine the internalization process. The results showed that d32Dcl3 neutrophils use their membrane protrusion to establish cell adhesion with LN229^TAZ(4SA)^ tumor cells through alignment of their membranes (Fig. 4D, arrowheads). Similar cell membrane alignment was also observed between dHL-60 neutrophils and LN229^TAZ(4SA)^ tumor cells (Fig. EV3A, arrowheads). TEM also confirmed the existence of complete d32Dcl3 or dHL-60 neutrophils inside of LN229^TAZ(4SA)^ tumor cells when they are cocultured (Fig. 4E, left panel, and Fig. EV3B, arrows). In brain tissue sections derived from mice bearing LN229^TAZ(4SA)^ tumors, we also observed similar neutrophil internalization by tumor cells (Fig. 4E, right panel, arrow). Electron microscopy of LN229^TAZ(4SA)^ tumor cells in vivo or cocultured with dHL-60 neutrophils in vitro revealed that tumor cells contain two types of granules. One type has a larger diameter (200–800 nm) and is relatively less electron-dense (Fig. 4F, arrowheads), whereas the other has a smaller diameter (20-40 nm) and is relatively more electron-dense (Fig. 4F, arrows). Similar electron-dense granules were also observed in LN229^TAZ(4SA)^ tumor cells cocultured with d32Dcl3 neutrophils (Fig. EV3C, arrowheads and arrows). Since these granules are commonly observed in neutrophils instead of normal tumor cells (Fig. EV3D), they are likely transferred from neutrophils into tumor cells. To examine whether these granules contain MPO, we performed immune-gold TEM using an antibody against MPO. In the coculture containing LN229^TAZ(4SA)^ cells and dHL-60 neutrophils, MPO-immune-gold particles were found in isolated neutrophils, but not in tumor cells when they have no internalized dHL-60 cells. In those LN229^TAZ(4SA)^ cells containing internalized neutrophils, we found MPO-immune-gold particles in the areas corresponding to the fragmented neutrophils (Fig. 4G). These MPO-immune-gold particles mostly associate with certain electron-dense granules, which were likely released from the fragmented neutrophil (Fig. 4G, insets). Overall, these observations indicated that neutrophil content transfer occurs through engulfment of neutrophils by tumor cells. Neutrophil-derived granules are likely released into tumor cells following such internalization.

**Figure 4:**
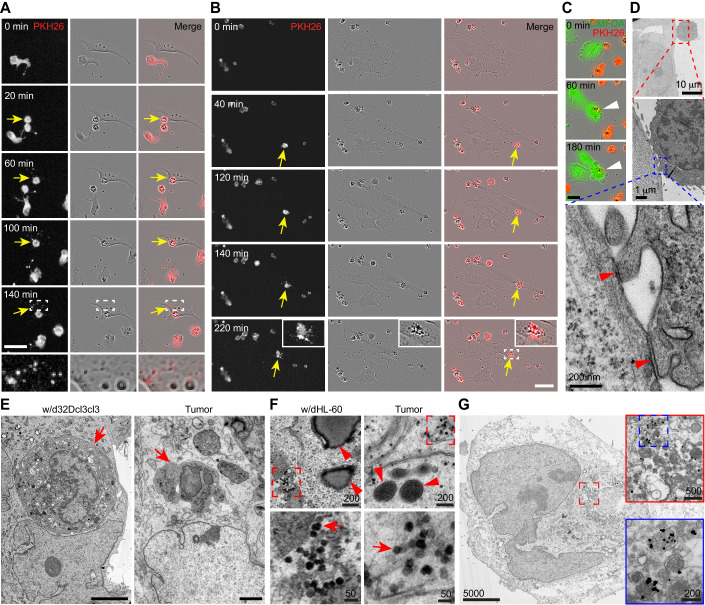
Neutrophil internalization by tumor cells. (**A**, **B**) Time-lapse imaging of (**A**) LN229^TAZ(4SA)^ cells or (**B**) primary patient-derived GBM cells cocultured with PKH26-labeled d32Dcl3cl3 cells. Arrows denote the internalization of d32Dcl3cl3 cells and fragmentation of d32Dcl3cl3 contents. The outlined areas are enlarged and shown on the bottom (**A**) or in the insets (**B**). Scale bar, 50 µm. (**C**) Time-lapsed imaging of LN229^TAZ(4SA)^ cells labeled with 5-chloromethylfluorescein diacetate (CMFDA) CellTracker Green cocultured with d32Dcl3cl3 cells labeled with PKH26. Arrowheads point to a tumor cell engulfing a neutrophil and undergoing cell death. Scale bar, 20 µm. (**D**) Low- and high-magnification transmission electron microscopy (TEM) images of LN229^TAZ(4SA)^ cells cocultured with d32Dcl3cl3 cells. The outlined areas are sequentially enlarged and shown as indicated. Arrowheads point adhesion between a tumor cell and a neutrophil. (**E**) TEM image of LN229^TAZ(4SA)^ cells cocultured with d32Dcl3cl3 cells (left) or LN229^TAZ(4SA)^ tumor sections (right). Arrows point engulfed neutrophils. Scale bar, 5 µm (left), 2 µm (right). (**F**) TEM images of LN229^TAZ(4SA)^ cells cocultured with dHL-60 cells (left) or LN229^TAZ(4SA)^ tumor sections (right). The outlined areas were shown on the bottom for each. Arrowheads point larger granules. Arrows point to smaller granules. Scale bars in nm. (**G**) Immuno-gold TEM images of LN229^TAZ(4SA)^ cells cocultured with dHL-60 cells. The color-coded outlined areas were sequentially enlarged and shown in the insets. Scale bars in nm. Source data are available online for this figure.

**Figure EV3:**
TEM analysis of the coculture of LN229TAZ(4SA) cells and neutrophils. (**A**) Low- and high-magnification transmission electron microscopy (TEM) images of LN229^TAZ(4SA)^ cells cocultured with dHL-60 neutrophils. The outlined areas are sequentially enlarged and shown as indicated. Arrowheads point adhesion between a tumor cell and a neutrophil. (**B**) TEM images LN229^TAZ(4SA)^ cells cocultured with dHL-60 neutrophils. The arrow points an engulfed neutrophil. Scale bar, 5 µm. (**C**) TEM images of LN229^TAZ(4SA)^ tumor cells cultured with d32Dcl3 neutrophils. The outlined area is shown on the right. Arrowheads point to larger granules. The arrow points to smaller granules. (**D**) TEM images of LN229^TAZ(4SA)^ tumor sections (left), LN229^TAZ(4SA)^ tumor cells cultured with dHL-60 cells (middle), or d32Dcl3cl3 cells (left). Tumor cells (arrows). Neutrophils (arrowheads). Scale bars, 5 µm.

### Statins can inhibit neutrophil internalization by tumor cells

The above results showed that several MVA metabolic pathway inhibitors are able to inhibit the neutrophil content transfer to tumor cells (Fig. 1J–L). We noticed that LN229^TAZ(4SA)^ tumor cells treated by statins or GGTI-298 showed a more spindle-shaped morphology than those treated by DMSO or YM-53601 (Fig. 5A). Since statins and GGTI-298, but not YM-53601, can inhibit Rho and Rac geranylgeranylation, which is important for their activation (Fig. 1D) (Brown et al, 2006), this unique morphology is likely due to dysfunction of Rho or Rac signaling. To examine if Rho or Rac activity is important for neutrophil-mediated cell killing, we used Rho inhibitor I (Rho-In1) and NSC23766 trihydrochloride (NSC23766) to inhibit Rho and Rac1, respectively. Adding each of these inhibitors can markedly increase the viability of LN229^TAZ(4SA)^ tumor cells cocultured with dHL-60 neutrophils (Fig. 5B). Using the coculture adhesion assay, we found that attachment of dHL-60 neutrophils to LN229^TAZ(4SA)^ tumor cells was not affected in the presence of simvastatin, fluvastatin, GGTI-298, or YM-53601 compared to the DMSO control (Fig. EV4A,B). Neutrophils attaching to tumor cells can be classified into three tiers, including attached, entering, and internalized (Fig. 5C,D). When examining the three tiers of cells in the presence of each inhibitor, we found that administration of simvastatin, fluvastatin, or GGTI-298, but not YM-53601, increased the population frequency of the entering tier and decreased that of the internalized tier (Fig. 5E). These results suggested that simvastatin, fluvastatin, and GGTI-298 suppressed neutrophil content transfer through inhibition of the internalization process.

**Figure 5:**
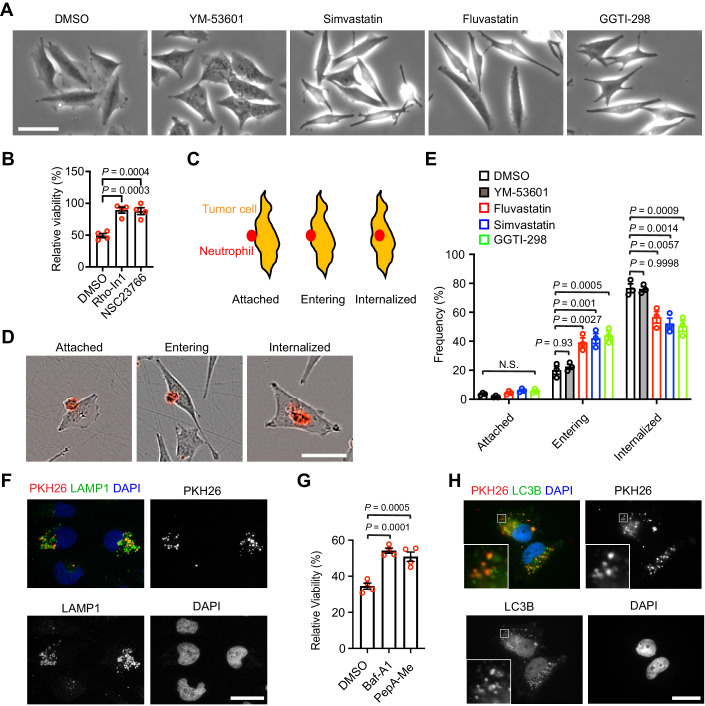
Statins can inhibit the neutrophil internalization by tumor cells. (**A**) Representative images showing the morphology of LN229^TAZ(4SA)^ cells after 12 h treatment with DMSO, simvastatin (2.5 µM), fluvastatin (2.5 µM), GGTI-298 (10 µM), or YM-53601 (10 µM). Scale bar, 50 µm. (**B**) Luciferase assay results for LN229^TAZ(4SA)^ cells cocultured with dHL-60 cells with Rho inhibitor 1 (Rho-In1) (500 nM) or NSC23766 (100 µM) (*n* = 4 independent experiments). Luminescence readouts of cocultured wells were normalized to their respective LN229^TAZ(4SA)^ cells monocultured wells, both with drugs. One-way ANOVA. (**C**) Depictions of different tiers of neutrophil (red oval) internalization by LN229^TAZ(4SA)^ tumor cells: attached (Tier 1), entering (Tier 2), and internalized (Tier 3). (**D**) Representative images showing the internalization tiers depicted in (**C**). Scale bar, 50 µm. (**E**) Quantification of frequency of dHL-60 internalization tiers during coculture with LN229^TAZ(4SA)^ cells in the conditions described in (**A**). ~300 cells surveyed per repeat (*n* = 3 independent experiments). One-way ANOVA. (**F**) Representative immunofluorescent images showing LAMP1 staining, PKH26 signal, and DAPI staining for LN229^TAZ(4SA)^ cells cocultured with PKH26-labeled dHL-60 cells (*n* = 3). Scale bar, 20 µm. (**G**) Cancer cell viability determined using luciferase readouts for LN229^TAZ(4SA)^ cells cocultured with dHL-60 cells with DMSO, Bafilomycin A1 (400 nM), or pepstatin A-methyl ester (25 µM). Luminescence readouts of cocultured wells were normalized to their respective LN229^TAZ(4SA)^ cells monocultured wells, both with indicated drugs (*n* = 4 independent experiments), one-way ANOVA. (**H**) Representative immunofluorescent images showing LC3B staining, PKH26 signal, and DAPI staining for LN229^TAZ(4SA)^ cells cocultured with PKH26-labeled dHL-60 cells (*n* = 3). The outlined areas are enlarged and shown in the insets. Scale bar, 20 µm. Error bars, s.e.m. Source data are available online for this figure.

**Figure EV4:**
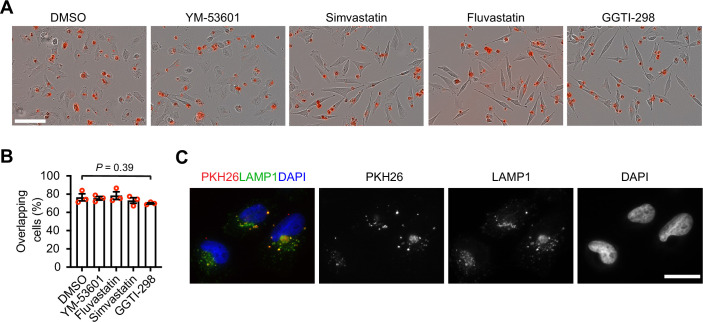
Internalization of neutrophils by tumor cells. (**A**) Representative images showing LN229^TAZ(4SA)^ cells cocultured with PKH26-labeled dHL-60 cells with DMSO, simvastatin (2.5 µM), fluvastatin (2.5 µM), GGTI-298 (10 µM), or YM-53601 (10 µM). Scale bar, 100 µm. (**B**) Quantification of LN229^TAZ(4SA)^ cells with overlapping PKH26-labeled dHL-60 cells in the conditions described in (**A**) (*n* = 3 independent experiments). One-way ANOVA. (**C**) Representative immunofluorescent images showing LAMP1 staining, PKH26 signal, and DAPI staining for LN229^TAZ(4SA)^ cells cocultured with PKH26-labeled d32Dcl3cl3 cells (*n* = 3). Scale bar, 20 µm. Error bars, s.e.m.

### LC3-associated phagocytosis (LAP) is responsible for neutrophil internalization by tumor cells

To trace the fate of neutrophils in tumor cells after internalization, we used lysosomal-associated membrane protein 1 (LAMP1) as a marker for lysosomes. Immunofluorescence imaging showed that the dHL-60 or d32Dcl3 neutrophil fragments in LN229^TAZ(4SA)^ tumor cells colocalize with LAMP1 (Figs. 5F and EV4C), suggesting they undergo lysosome-mediated degradation following internalization by tumor cells. To examine if functional lysosomes are required for tumor cell death, we used bafilomycin A1 (a vacuolar H^+^-ATPase inhibitor) or pepstatin A-methyl ester (PepA-Me, an aspartyl protease inhibitor) to inhibit lysosomal functions (Mai et al, 2017; Torii et al, 2016). In the presence of either agent, dHL-60 neutrophil-induced tumor cell death was inhibited (Fig. 5G), suggesting that lysosomes are involved in the tumor cell death induction by neutrophils.

Neutrophil internalization into tumor cells followed by lysosome-mediated fragmentation mimics other cell engulfment phenomena, such as entosis and efferocytosis (Boada-Romero et al, 2020; Krishna and Overholtzer, 2016). Both cellular processes involve microtubule-associated protein 1 A/1B light chain 3 (LC3), therefore belonging to LC3-associated phagocytosis (LAP). To examine if neutrophil internalization into tumor cells also belongs to LAP, we first used the antibody recognizing LC3 isoform B (LC3B) and found that the dHL-60 neutrophil fragments are reactive to the LC3B antibody (Fig. 5H). We then employed LN229 cells stably expressing GFP-LC3. When dHL-60 neutrophils were cocultured with these tumor cells, we found neutrophils were enclosed by a GFP ring-like structure when being internalized into the tumor cells (Fig. 6A, arrows). In LAP, the PI3K complex containing Vps34, Beclin1, UVRAG, Vps15, and Rubicon is responsible for activating the LC3 ligation machinery (Boada-Romero et al, 2020). To examine if the complex is required for the engulfment of neutrophils by tumor cells and subsequent tumor cell death, we performed loss of function studies of Vps34, the catalytic subunit of the PI3K complex. Tumor cells cultured in the presence of Vps34-IN1, a selective inhibitor of Vps34, showed dosage-dependent accumulation of cellular vacuoles (Fig. EV5A), suggesting cellular vesicle shuttling is disrupted when Vps34 is inhibited. In the presence of Vps34-IN1, dHL-60 neutrophil engulfment by tumor cells was markedly inhibited (Fig. 6B,C). In addition, dHL-60 neutrophil-induced tumor cell death was also inhibited in a dosage-dependent manner (Fig. 6D). TAN-induced LN229^TAZ(4SA)^ tumor cell-killing was also inhibited by Vps34-IN1 (Fig. 6E). To further examine the role of Vps34, we used two different shRNAs to knock down Vps34 expression in LN229^TAZ(4SA)^ cells (Fig. EV5B). Depletion of Vps34 also leads to accumulation of cellular vacuoles (Fig. EV5C), though not to the extent when compared to treatment with Vps34-IN1. We found that *Vps34* depletion in LN229^TAZ(4SA)^ cells also reduced the engulfment of dHL-60 neutrophils by tumor cells (Fig. EV5D,E) and tumor cell-killing by the neutrophils (Fig. 6F). Depletion of *Vps34* in LN229^TAZ(4SA)^ cells also rescue them from TAN-mediated cell killing (Fig. 6G). To examine whether neutrophilic content transfer to tumor cells also requires Vps34, we pre-labeled TAN with PKH26 and cocultured them with LN229^TAZ(4SA)^ cells. When Vps34 expression in LN229^TAZ(4SA)^ cells was silenced by shRNAs, or its activity was inhibited by Vps34-IN1, PKH26+ and MPO+ granules in tumor cells are markedly fewer than controls (Fig. 6H–L). UVRAG is another key component of the PI3K complex. When LN229 cells expressing GFP-tagged UVRAG (UVRAG-GFP) were cocultured with dHL-60 cells, we found that UVRAG-GFP accumulated along with the engulfed neutrophils (Fig. 6M, arrows). To examine the role of UVRAG, we silenced its expression in LN229^TAZ(4SA)^ cells with two different shRNAs (Fig. EV5F). Like *Vps34*, *UVRAG* depletion can also induce accumulation of cellular vacuoles (Fig. EV5G) and reduce tumor cell death induced by dHL-60 neutrophils (Fig. 6N). *RUBCN* is a gene essential for LAP, but not several other cellular membrane-remodeling processes, such as autophagy and endocytosis (Galluzzi and Green, 2019). Depletion of *RUBCN* through CRISPR in LN229^TAZ(4SA)^ cells (Fig. EV5H) increased their survival when being cocultured with dHL-60 or TAN (Fig. 6O,P). Overall, the above results indicated that LAP activated by the Vps34-UVRAG-RUBCN-containing PI3K complex is responsible for neutrophil internalization by tumor cells and thereafter required for neutrophil-induced tumor cell death.

**Figure 6:**
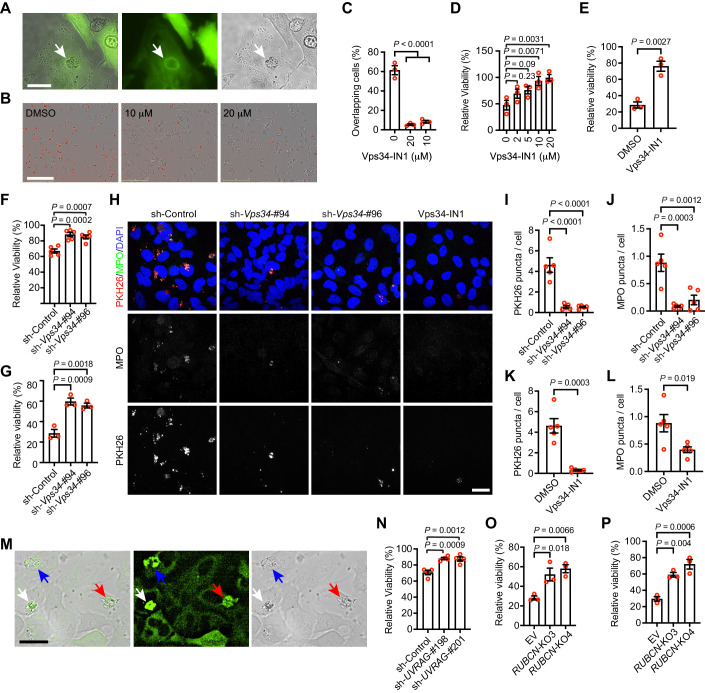
LC3-associated phagocytosis is responsible for neutrophil internalization by tumor cells. (**A**) Live-cell imaging of LN229^TAZ(4SA)^ cells stably expressing GFP-LC3 cocultured with dHL-60 cells. 1 h coculture time. Arrows denote GFP-LC3 rings forming around internalized HL-60 cells. Scale bar, 20 µm. (**B**) Representative images showing LN229^TAZ(4SA)^ cells cocultured with PKH26-labeled dHL-60 cells with DMSO or Vps34-IN1. Wells were washed three times with complete RPMI media before images were taken (*n* = 3). Scale bar, 200 µm. (**C**) Quantification of LN229^TAZ(4SA)^ cells with overlapping PKH26-labeled dHL-60 cells after coculture in DMSO or Vps34-IN1 (*n* = 3 independent experiments). One-way ANOVA. (**D**, **E**) Cancer cell viability determined using luciferase readouts for LN229^TAZ(4SA)^ cells cocultured with dHL-60 cells (**D**) or TAN (**E**) with DMSO or Vps34-IN1 (10 µM in (**E**)). Luminescence readouts of cocultured wells were normalized to their respective LN229^TAZ(4SA)^ cells monocultured wells, both with indicated drugs (*n* = 3 independent experiments), one-way ANOVA. (**F**, **G**) Cancer cell viability determined using luciferase readouts for LN229^TAZ(4SA)^ cells transduced with indicated shRNAs cocultured with dHL-60 cells (**F**, *n* = 5 independent experiments) or TAN (**G**, *n* = 3 independent experiments). Luminescence readouts of cocultured wells were normalized to their respective monocultured wells for each LN229^TAZ(4SA)^ cell line. One-way ANOVA. (**H**) Representative images showing immunofluorescent PKH26, MPO, and DAPI signal for LN229^TAZ(4SA)^ cells cocultured with PKH26-labeled TAN (*n* = 3 tumor-bearing animals). LN229^TAZ(4SA)^ cells were transduced with indicated shRNAs, or the coculture was treated by Vps34-IN1 (10 µM). Scale bar, 10 µm. (**I**–**L**) Quantification of PKH26^+^ puncta or MPO^+^ puncta in each tumor cells in the experiments as shown in (**H**). Two fields of view were used for each group in each experiment (*n* = 5 randomly picked microscopy fields). One-way ANOVA. (**M**) Live-cell imaging of LN229^TAZ(4SA)^ cells stably expressing UVRAG-GFP cocultured with dHL-60 cells. 1 h coculture time. Arrows denote elevated UVRAG-GFP signals colocalizing with internalized dHL-60 cells. Scale bar, 20 µm. (**N**–**P**). Cancer cell viability determined using luciferase readouts for LN229^TAZ(4SA)^ cells transduced with indicated shRNAs (**N**) or gRNA (**O**, **P**) cocultured with dHL-60 cells (**N**, **O**) or TAN (**P**). Luminescence readouts of cocultured wells were normalized to their respective monocultured wells for each LN229^TAZ(4SA)^ cell line (*n* = 4 independent experiments in (**N**), *n* = 3 independent experiments in (**O**) and (**P**)). One-way ANOVA. Error bars, s.e.m. Source data are available online for this figure.

**Figure EV5:**
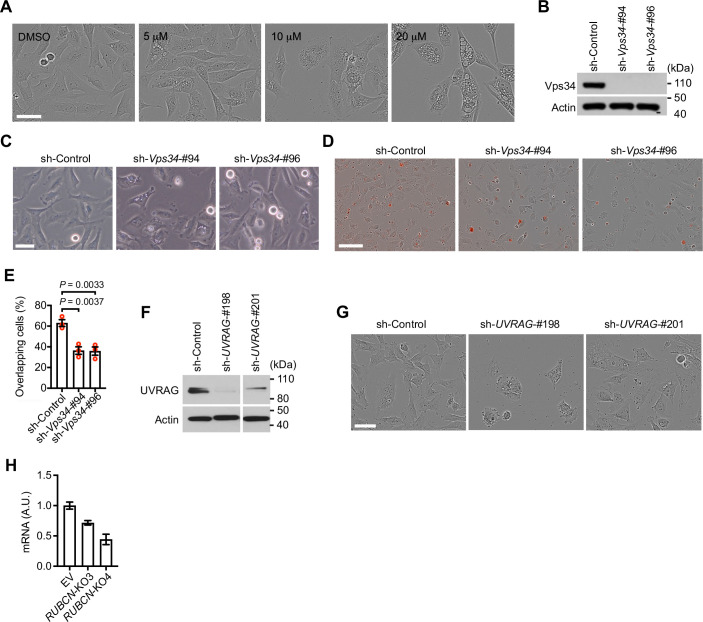
Characterization of LN229^TAZ(4SA)^ cells upon knocking down various LAP genes. (**A**) Representative images showing the morphology of LN229^TAZ(4SA)^ cells after 12 h treatment with Vps34-IN1 at listed concentrations. Scale bar, 50 µm. (**B**) LN229^TAZ(4SA)^ cells transduced by indicated shRNAs were subjected to Western blotting. (**C**) Representative images showing the morphology of LN229^TAZ(4SA)^ cells transduced by indicated shRNAs. Scale bar, 50 µm. (**D**) Representative images showing the morphology of LN229^TAZ(4SA)^ cells transduced by indicated shRNAs cocultured with PKH26-labeled dHL-60 cells (*n* = 3). Scale bar, 100 µm. (**E**) Quantification of LN229^TAZ(4SA)^ cells with overlapping PKH26-labeled dHL-60 cells for groups indicated in (**D**) (*n* = 3 independent experiments). One-way ANOVA. (**F**) LN229^TAZ(4SA)^ cells transduced by indicated shRNAs were subjected to Western blotting. (**G**) Representative images showing the morphology of LN229^TAZ(4SA)^ cells transduced by indicated shRNAs. Scale bar, 50 µm. (**H**) LN229^TAZ(4SA)^ cells transduced by indicated gRNAs were subjected to qRT-PCR (*n* = 2 technical replicates). Error bars, s.e.m.

### Myeloperoxidase inhibition or Vps34 depletion reduces GBM necrosis and aggressiveness

Previous studies found that myeloperoxidase (MPO) is involved in promoting tumor cell ferroptosis in vitro (Yee et al, 2020). Consistently, results in the current studies also found a strong association between the transfer of MPO-containing granules into tumor cells and tumor cell death. To examine if MPO is involved in promoting necrosis development in GBM, we used 4-aminobenzoic acid hydrazide (4-ABAH), a small-molecule inhibitor which can specifically inhibit the peroxidase activity of MPO (Kettle et al, 1995; Ruggeri et al, 2015). Mice bearing LN229^TAZ(4SA)^ tumors were treated with either 4-ABAH or a vehicle control. 4-ABAH-treated mice lived significantly longer (12.5%) than controls (Fig. 7A). Histological evaluation of similar-sized tumors from the treated mice indicated that the necrosis in 4-ABAH-treated tumors was significantly smaller (33%) than in the control tumors (Fig. 7B,C). These results suggested that MPO enzymatic activity is involved in necrosis development and tumor progression in GBM.

**Figure 7:**
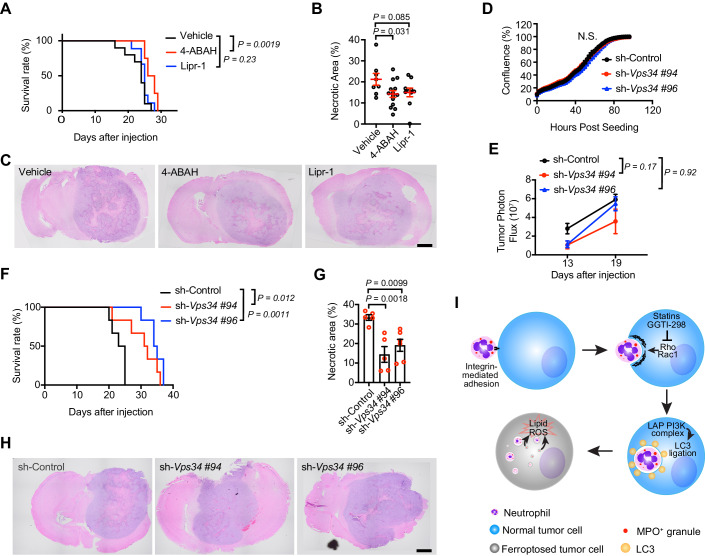
Myeloperoxidase inhibition or Vps34 depletion reduces GBM necrosis and aggressiveness. (**A**) Kaplan–Meier survival curve for mice implanted with LN229^TAZ(4SA)^ tumors treated by indicated chemicals (n_Vehicle_ = 10, n_4-ABAH_ = 8, n_Lipr-1_ = 9 mice for each group). Log-rank test. (**B**) Tumor necrotic area percentage was calculated by dividing the necrotic area size by total tumor area size. Each data point represents one tumor from one mouse. Unpaired t-test. (**C**) Representative H&E brain sections at endpoints for each mice group with LN229^TAZ(4SA)^ tumors treated by indicated chemicals. Scale bar, 1000 µm. (**D**) Growth curve of LN229^TAZ(4SA)^ cells transduced by indicated shRNAs measured by live-cell time-lapse imaging (*n* = 4). One-way ANOVA. (**E**) Size of tumors derived from LN229^TAZ(4SA)^ cells transduced by indicated shRNAs was monitored using bioluminescence via IVIS imaging system. Photon emissions were quantified on days 13 and 19 after tumor cell injection (*n* = 6 mice for each group). Two-Way ANOVA. (**F**) Kaplan–Meier survival curve for mice implanted with LN229^TAZ(4SA)^ cells transduced by indicated shRNAs (*n* = 6 mice for each group). Log-rank test. (**G**) Tumor necrotic area percentage was calculated by dividing the necrotic area size by the total tumor area size. Each data point represents one tumor from one mouse. One-way ANOVA. (**H**) Representative H&E brain sections at endpoints for each mice group with tumors derived from LN229^TAZ(4SA)^ cells transduced by indicated shRNAs. Scale bar, 1000 µm. (**I**) Working model depicting the role of LAP and other components in neutrophil-induced cancer cell death. Terminal differentiated neutrophils increase their adhesion ability to tumor cells through the expression of cell adhesion genes, such as integrins. Subsequently, adhesion of neutrophils triggered their engulfment by tumor cells through LAP. The engulfment can be inhibited by statins or a geranylgeranylation inhibitor, which may inhibit Rac1- or Rho-mediated actin cytoskeleton remodeling. Following the engulfment, neutrophils are fragmented through a lysosomal-mediated process and then induce tumor cell ferroptosis through releasing their contents, such as MPO. Error bars, s.e.m. Source data are available online for this figure.

It was shown that inhibition of ferroptosis by ectopically expressing GPX4 or silencing the expression of ACSL4 can reduce necrosis by 47% or 58–68%, respectively, and prolong the survival of tumor-bearing mice (Yee et al, 2020). To examine if inhibiting ferroptosis pharmacologically can also reduce necrosis development and prolong survival, we used liproxstatin-1, a ferroptosis inhibitor that is likely a radical-trapping antioxidant (Friedmann Angeli et al, 2014; Zilka et al, 2017). The size of necrosis in liproxstatin-1-treated tumors did not show significant reduction than in the control tumors (Fig. 7B), suggesting the treatment is less effective in suppressing ferroptosis in the tumors than the genetic manipulations. Under this situation, Treatment with liproxstatin-1 did not improve the survival of tumor-bearing mice (Fig. 7A).

With the above finding that LAP is involved in neutrophil-induced tumor cell death, we examined if blocking LAP could also inhibit necrosis formation in LN229^TAZ(4SA)^ tumors. Silencing *Vps34* expression in LN229^TAZ(4SA)^ cells did not affect cell proliferation in vitro (Fig. 7D). When examining the tumor growth at an early tumor development stage (up to day 19 after tumor implantation (ATI)) through bioluminescence imaging, we found that *Vps34*-depleted tumors did not show significant difference compared to control tumors (Fig. 7E). Notably, necrosis is much less prominent (especially up to day 16 ATI) than that after day 20 ATI (Yee et al, 2022). Therefore, evaluating the effect of *Vps34*-depletion on tumor necrosis at this early stage is less feasible than later stages. However, when examining the mice survival, we found that mice implanted with *Vps34-*depleted tumor cells lived significantly longer (31% and 44%, for sh#94 and sh#96, respectively) than controls (Fig. 7F). Through examining similar-sized tumors, we found that necrosis in *Vps34*-depleted tumors was significantly smaller (57% and 43%, for sh#94 and sh#96, respectively) than in the control tumors (Fig. 7G,H). These results suggested that LAP is important for tumor necrosis development and that blocking LAP through inhibiting Vps34 can reduce tumor aggressiveness. Overall, these results supported that blocking necrosis formation through harnessing neutrophils-induced tumor cell death could reduce the aggressiveness of GBM.

## Discussion

In this study, we elucidated a surprising mechanism through which neutrophils induce tumor cell death in the development of GBM necrosis. This mechanism involves the transfer of neutrophilic contents into tumor cells following the complete engulfment of neutrophils by tumor cells. Upon terminal differentiation, neutrophils enhance their adhesion ability to tumor cells by upregulating the expression of cell adhesion genes, such as integrins. Subsequently, the adhesion of neutrophils triggers their engulfment by tumor cells through LAP. Following engulfment, neutrophils undergo fragmentation via a lysosome-mediated process and subsequently induce tumor cell death by releasing their contents, such as MPO. In combination with the previous report (Yee et al, 2020), our studies suggested LAP-mediated neutrophil internalization is responsible for the neutrophilic contents transfer to tumor cells and subsequently inducing the later cell ferroptosis (Fig. 7I).

Previous studies have indicated that the cytotoxicity of neutrophils against tumor cells in most situations relies on an oxidative process (Clark and Klebanoff, 1975, 1979) (Clark and Szot, 1981) (Slivka et al, 1980; Weiss and Slivka, 1982). This process requires direct contact, which can trigger neutrophils to secrete H_2_O_2_ (Granot et al, 2011) (Saito et al, 1992). Our results are consistent with these previous observations, underscoring the necessity of direct cell contact for neutrophil-mediated tumor cell killing. Interestingly, our results suggest that while contact is necessary, its alone is insufficient; engulfment by tumor cells also appears to be required for effective cell killing. It would be interesting to know whether a similar engulfment process contributes to neutrophil-induced cell killing in other contexts.

LAP is a process that utilizes autophagy machinery to clean up dead or dying cells by myeloid cells through efferocytosis (Boada-Romero et al, 2020). It also occurs when living cells invade their neighboring cells, known as entosis (Krishna and Overholtzer, 2016). Here, we describe a third type of cell engulfment belonging to LAP. In this situation, terminally differentiated neutrophils are engulfed by tumor cells. Through this process, the engulfed neutrophil, by sacrificing itself, initiates an oxidative cell-killing mechanism that induces tumor cell ferroptosis. In GBM, this phenomenon contributes to the enlargement of necrotic areas, potentially fueling tumor progression (Yee and Li, 2021; Yee et al, 2020).

Our unbiased screening revealed that statins can inhibit neutrophil-mediated tumor cell-killing by blocking the neutrophil internalization process. By dissecting the downstream effector pathways controlled by the mevalonate signaling, we identified the protein geranylgeranylation pathway as a key player in this internalization process. Geranylgeranylation of Rho and Rac proteins is crucial for their activation and can be inhibited by statins (Brown et al, 2006). Morphologic changes observed in response to treatments with simvastatin, fluvastatin, or GGTI-298, are consistent with the inactivation of Rho and Rac. By employing inhibitors of Rho or Rac1, we demonstrated that neutrophil-mediated tumor killing is inhibited. Given that Rho and Rac1 are important for remodeling the actin cytoskeleton, it is likely that statins inhibit LAP-mediated neutrophil internalization by impeding the actin cytoskeleton remodeling required for the cell engulfment.

As a hallmark of GBM, necrosis is thought to contribute to tumor progression and resistance to therapies. Therefore, finding a way to inhibit necrosis is desirable. In this study, we explored three approaches to harness neutrophil-induced tumor cell ferroptosis. Initially, we investigated the inhibition of myeloperoxidase (MPO) using its inhibitor, 4-ABAH, which significantly reduced necrosis in GBM and extended the survival of tumor-bearing mice. However, our second approach, utilizing liproxstatin-1 to block tumor cell ferroptosis, showed limited efficacy in slowing down tumor necrosis development, likely due to its insufficient potency in vivo at the tested dosage. Treatment with liproxstatin-1 did not confer a survival benefit to mice, possibly due to its inability to adequately suppress necrosis or unidentified side effects on the treated mice. In our third approach, we targeted LAP through Vps34 depletion. While this intervention did not significantly impede tumor growth during the early stages of tumor development, it effectively inhibited necrosis development and led to prolonged mouse survival. It is important to note that in vivo tumorigenesis experiments inherently entail various influencing factors, warranting cautious interpretation of the results presented here. Nonetheless, these findings suggest that inhibiting necrosis may hold promise in improving outcomes for GBM patients by mitigating tumor aggressiveness.

## Methods

### Isolation and generation of patient-derived primary GBM tumor cells

All experiments with patient-derived material were performed in accordance with the guidelines of the Biorepository Committee at the Penn State Hershey Neuroscience Institute (PSHNI). All human materials utilized in this study were de-identified specimens and exempt from review by Penn State College of Medicine Institutional Review Board. Tissue collection and generation of primary tumor cells were detailed as follows. Briefly, pieces of tumor tissues were collected from patients diagnosed with brain malignancy based on radiographic imaging undergoing craniotomy at the Department of Neurosurgery, Penn State Hershey Medical Center, and distributed by the PSHNI Biorepository Committee staff after de-identification. Among above, only patients with preliminary intra-op pathological reports confirmed high-grade gliomas were collected. Final biopsy-proven tissue-based diagnoses of grade VI high-grade gliomas (a.k.a. GBMs) were distributed by the PSHNI Biorepository committee once the pathology reports were finalized and again de-identified. Tumor tissue was minced into small pieces (no larger than 1 mm in diameter), followed by washing with cold 1X DPBS three times (10 mL each time) to remove blood and debris as much as possible. Minced and washed tumor pieces were then incubated with 10 mL of tumor digestion medium containing 1 μg/μL hyaluronidase and 1 mg/mL collagenase IV at 37 °C for 15 min. Following digestion, tissue pieces were physically dissociated first using 5 ml serological pipettes and then with P1000 pipette tips (by forcefully pipetting up and down approximately 20 times) until chunks of tissue were no longer visible and the solution appeared homogeneously cloudy. Dissociated cell mixtures were then filtered with a cell strainer (mesh pore diameter 40 μm) into a 50 mL Falcon conical tube, pelleted via centrifugation at 1000 rpm for 5 min (110 × *g*; ST-40 centrifuge, ThermoFisher) to remove the digestion medium, and washed three times with F12/DMEM medium. Leftover pieces of tumor tissues on the strainer were also included and cultured in vitro. Patient-derived primary GBM tumor cells were cultured in DMEM supplemented with 10% fetal bovine serum and 1% Antibiotic–Antimycotic Solution at 37 °C with 5% CO_2_. Full culture medium consists of Dulbecco’s modified Eagle’s medium (DMEM; 10-013-CV, Corning), 10% fetal bovine serum (FBS; Gibco, 10437028), and 1% Antibiotic–Antimycotic Solution (stock is 100X, 30-002-Cl, Corning). Hyaluronidase stock powder (100 mg) was reconstituted in 0.5 mL Ca^2+^ free and Mg^2+^ free HBSS (0.2 g/mL, stock is 200X) and collagenase IV stock powder (1 g) was reconstituted in 10 mL Ca^2+^ free and Mg^2+^ free HBSS (100 mg/mL, stock is 100X), and both stocks were stored at −20 °C. Tumor tissue digestion medium consists of F12/DMEM (without L-glutamine; Corning 15-090-CV), 1X of hyaluronidase as well as collagenase IV.

### Mice and orthotopic xenograft tumor models

The in vivo experiments were performed following the protocol detailed in (Yee et al, 2020). In brief, 6–8-week-old female athymic nude mice (Nu(NCr)-Foxn1nu Strain Code: 490, Charles River) were used as the GBM mouse model. For each mouse, 3 × 10^5^ indicated human GBM cells expressing firefly luciferase were injected into the frontal right hemisphere at coordinates (+1, +2, −3). Tumor size was monitored using bioluminescence via IVIS imaging system (Xenogen, Alameda, CA) and photon emissions were quantified with LivingImage software (Xenogen). For 4-ABAH and Liproxstatin-1 treatments, bioluminescence imaging (BLI) was performed two weeks post-implantation to verify the location of tumor growth. Mice were then randomly assigned into three treatment groups based on their BLI readings, with each group receiving vehicle control (2% DMSO, 40% PEG300, 2% Tween-80 in PBS), 4-ABAH (twice daily at 20 mg/kg), or Liproxstatin-1 (once daily at 10 mg/kg), respectively, through intraperitoneal injection. To examine necrosis, tumors in each group were collected from mice brains whenever vehicle-treated mice reach the terminal stage. Mouse body weight was monitored in each group as a benchmark for tumor procession (above 25% body weight loss). Whole brains were collected and fixed using 4% formalin for 2 days, and submitted to Penn State College of Medicine’s Comparative Medicine Histology Core for processing. The brain samples were cut into 5-μm-thick sections, and stained with hematoxylin & eosin (H&E). For quantification of tumor necrosis, the entire tumor area and necrotic zones were manually drawn and measured using ImageJ. The necrotic percentage is the necrotic area divided by the total tumor area. All mice were housed in a 12-h light/dark cycle, 18–23 °C ambient temperature, 40–60% humidity rooms with free access to standard rodent diet and water. All experiments conducted in this study were first approved by the Penn State University Institutional Animal Care and Use Committee.

### Cells

HL-60 human promyelocytic leukemia cell line (CCL-240), 32Dcl3cl3 murine myeloblastic cell line (CR-11346), and human LN229 glioblastoma cell line (CRL-2611) were purchased from ATCC. LN229 cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM; 10-013-CV, Corning) supplemented with 10% fetal bovine serum (FBS; Gibco, 10437028) and 1% antibiotic–antimycotic Solution (30-004-CI, Corning) at 37 °C with 5% CO_2_. Both 32Dcl3cl3 and HL-60 cells were cultured in Roswell Park Memorial Institute (RPMI) 1640 (10-040-CV, Corning) supplemented with 10% FBS and 1% antibiotic–antimycotic solution at 37 °C with 5% CO_2_. In addition, the 32Dcl3cl3 media was supplemented with 5 ng/mL mouse interleukin-3 (IL3) (CB40040, ThermoFisher). The protocol from (Guchhait et al, 2003) was used to differentiate 32Dcl3cl3 cells into neutrophils. In brief, 3 × 10^5^/ml cells were seeded in 100 mm cell culture dishes containing the RPMI listed above, further supplemented with 100 ng/ml of recombinant human granulocyte colony-stimulating factor (rhG-CSF; 214-CS, R&D) and cultured for 24 days. The protocol from (Breitman et al, 1980; Bunce et al, 1994; Collins, 1987) was used to differentiate HL-60 cells. In short, 3 × 10^5^/ml cells were seeded in 100 mm cell culture dishes containing the RPMI listed above with 1 μM all-*trans*-retinoic acid (ATRA; R2625, Sigma), and 30 nM rhG-CSF for 24 days. Fresh media (3 mL) were added to 32Dcl3cl3 and HL-60 dishes every 4 days to maintain cell density of ~3 × 10^5^/ml cells. After 24 days, the differentiation status of the cells was confirmed using Ly6G for 32Dcl3cl3 cells and CD66b for HL-60 cells via flow cytometry. None of these cell lines were listed in the database of misidentified cell lines maintained by ICLAC and NCBI Biosample. These cell lines were not authenticated in this study. All cell lines were confirmed as *Mycoplasma* negative before experiments. For coculture experiments, cells were cultured in neutrophil RPMI media without differentiation agents.

### Antibodies, reagents, compounds

Antibodies or dyes for immunofluorescent staining: Myeloperoxidase (ab9535, Abcam), LC3B (3868, Cell Signaling Technologies), LAMP-1 (H4A3, Developmental Studies Hybridoma Lab), BODIPY 581/591 C11 (D3861, ThermoFisher Scientific), Sytox-Blue (S34857, ThermoFisher). Antibodies for Immunoblotting: β-Actin (A5316, Sigma-Aldrich), Vps34 (PI3 Kinase Class III, 4263, Cell Signaling Technologies), UVRAG (13115, Cell Signaling Technologies). ITGA5 (4705, Cell Signaling Technologies), ITGB1 (34971, Cell Signaling Technologies). Compounds used to treat cells: Prestwick Chemical FDA Library (provided by the Drug Discovery, Development and Delivery core of PSU College of Medicine), simvastatin (10010344, Cayman Chemicals), fluvastatin (10010334, Cayman Chemicals), GGTI-298 (16176, Cayman Chemicals), YM-53601 (18113, Cayman Chemicals), FTI-277 (S7465, SelleckChem), RGDS (A9041, Sigma-Aldrich), Vps34-IN1 (17392, Cayman Chemicals), Liproxstatin-1 (SML1414, Sigma), 4-Aminobenzoic hydrazide (4-ABHA, 103200050, Acros Organics), IKE (S8877, SelleckChem), RSL3 (19288, Cayman Chemicals). Ferrostatin-1 (SML0583, Sigma), Liproxstatin-1 (SML1414, Sigma), Deferoxamine mesylate salt (D9533, Sigma), PF06282999 (PZ-0375 5MG, Sigma).

### Cell viability assays

LN229 cells stably expressing TAZ^4SA^ and luciferase were seeded in 96-well flat-bottom plates at a density of 5000 cells/well alone or cocultured with neutrophils in a 1-to-25 ratio in duplicates and incubated at 37 °C with 5% CO_2_ for 24 h. Next, luminescence readouts were used to determine GBM cell viability via the Luciferase Assay System (E1500, Promega) following the manufacturer’s protocol. In brief, cells were washed once with DPBS and then lysed at room temperature for 2 min on a shaker. Cells were then given D-firefly luciferin potassium salt solution, and luminescence was immediately measured via a multi-mode plate reader (BMG Labtech). Blank-corrected luminescence values from cocultured wells were normalized to their respective GBM monoculture wells to calculate the relative viability. Monocultures and cocultures may be done in the presence of indicated drugs, as detailed in the figure legends. Neutrophils used include 32Dcl3cl3, HL-60, and tumor-associated neutrophils, as indicated in figure legends. Tumor cells used include genetically silenced cells for genes indicated in figure legends.

### Cell death assays

LN229^TAZ(4SA)^ cells were seeded at 5000 cells/well in 96-well flat-bottom plates and cultured overnight at 37 °C with 5% CO_2_. Appropriate drugs were added individually or in combination as detailed in figure legends. To measure cell death, 100 nM YOYO™-3 Iodide (612/631) (Y3606, Invitrogen) stain was used to assess membrane permeability via Incucyte S3 Live Cell Imaging System (Sartorius) using phase contrast and red channel. Cell death was calculated through dividing red-stained cells by phase contrast area using the Incucyte Cell-by-Cell Analysis Software Module (Sartorius). To determine relative cell death, combination treatment readouts were normalized to either RSL3 + DMSO or IKE + DMSO readouts.

### Adherence assays

For adherence assays, 2.5 × 10^4^ LN229^TAZ(4SA)^ cells were seeded in 24-well flat-bottom plates and incubated at 37 °C with 5% CO_2_ overnight. Where appropriate, cells were pretreated with drugs as detailed in figure legends. Next, 2.5 × 10^5^ HL-60 or 32Dcl3cl3 differentiated neutrophils, pre-labeled with PKH26 red fluorescent dye (MINI26, Sigma-Aldrich), were cocultured with the GBM cells for 1 h at 37 °C with 5% CO_2_. Following coculture, cells were washed three times with fresh culture media and micrographs were taken under phase contrast and red IF channel. Overlapping frequency was calculated by dividing the number of tumor cells with PKH26-stained neutrophils by total tumor cells. Attached, entering, and internalized frequencies were calculated by dividing the events in each respective category by the total sum of all three events. For RGDS adherence assays, GBM cells were detached using Accutase (00-4555-56, Invitrogen), centrifuged for 4 min at 1000 rpm (110 × *g*; ST-40 centrifuge, ThermoFisher) to remove the supernatant, washed once with DPBS, and pretreated with RGDS peptides or vehicle control for 30 min. Afterward, 1 × 10^4^ LN229^TAZ(4SA)^ cells were cocultured with 5 × 10^4^ PKH26-labeled HL-60 neutrophils for 1 h in 24-well ultra-low attachment plates in the presence of RGDS or vehicle control before imaging and overlapping quantification.

### PKH26/MPO puncta quantification and immunocytochemistry (ICC)

LN229^TAZ(4SA)^ cells were seeded at 2.5 × 10^4^ cells/well on glass cover slips in 24-well flat-bottom plates and cultured overnight. Next day, 7.5 × 10^4^ PKH26-labeled HL-60 or 32Dcl3cl3 neutrophils were added and the cells were cocultured for 30 h at 37 °C with 5% CO_2_. For tumor-associated neutrophils, 1.0 × 10^4^ PKH26-labeled neutrophils were added for coculture. Following coculture, cells were washed once with DPBS, and fixed in paraformaldehyde (4% in PBS) for 30 min at room temperature. Next, cells were permeabilized with PDT (0.3% sodium deoxycholate, 0.3% Triton X-100 in PBS) for 30 min on ice, blocked for 1 h with 5% BSA/PBS at room temperature, and incubated at 4 °C with primary antibodies (1:100 dilution) in 2.5% BSA/0.05% Triton X-100/PBS overnight. The following day, cells were washed three times with 0.1% Triton X-100/PBS, then incubated with a secondary antibody (1:200 dilution) in 2.5% BSA/0.05% Triton X-100/PBS for 2 h at room temperature. Cells were then washed three times with 0.1% Triton X-100/PBS, labeled with 4,6-diamidino-2-phenylindole (DAPI) (1:1000 dilution) for 5 min, washed once with PBS, then mounted on slides using ProLong Gold Antifade Mountant (P10144, Invitrogen). Samples were imaged using the Leica SP8 confocal microscope at Penn State College of Medicine’s Light Microscopy Core. The optical excitations used were 405 nm, 488 nm, and 561 nm. Each sample was imaged at ~0.1 µm increments along the z-axis, and the layers were stacked using maximal intensity using ImageJ v1.5. To quantify fluorescent puncta, images were converted to 8-bit images, thresholded, and particles analyzed in ImageJ. The total puncta counts for the MPO and PKH channels were divided by the total number of cells. For experiments studying the effects of specific drugs on intercellular content transfer, GBM cells were pretreated with the respective drugs, and then cocultured in the presence of said drug at listed concentrations.

### RGDS flow cytometry assay

Zsgreen-expressing LN229^TAZ(4SA)^ cells were detached from regular cell culture plates with Accutase, centrifuged for 4 min at 1000 rpm to remove the supernatant, washed once with DPBS, and pretreated with RGDS peptides or vehicle control for 30 min. Next, 1 × 10^5^ Zs-green LN229^TAZ(4SA)^ cells were cocultured with 1.5 × 10^5^ PKH26-labeled HL-60 neutrophils for 1 h in 24-well ultra-low attachment plates and then analyzed using flow cytometry. PE emission and excitation parameters were used to analyze PKH26 signals and FITC emission and excitation parameters were used to analyze ZsGreen signals.

### Time-lapse live-cell imaging

HL-60 or 32Dcl3cl3 neutrophils were labeled with PKH26 and cocultured with either unstained or 5-chloromethylfluorescein diacetate (CMFDA) CellTracker Green dyed GBM cells at a 1:3 ratio. The cocultures were monitored using the Incucyte S3 time-lapse imaging function. The growth rate of sh-*Vps34* and sh-control cell lines was monitored by assessing the confluence percentage of each cell line using time-lapse imaging with an initial seeding of 5 × 10^3^ cells/well in 96-well flat-bottom plates.

### Live-cell fluorescent imaging

LN229^TAZ(4SA)^ cells expressing GFP-LC3B or GFP-UVRAG were seeded at 1.5 × 10^4^ cells/well in the center well of glass-bottom dishes (10810-054, Matsunami) and cultured overnight. The next day, 5 × 10^4^ HL-60 neutrophils were cocultured with the GBM cells for 1 h, then imaged with IX83 Inverted microscope (Olympus) using bright field and GFP channels. Images were taken using system-optimized increments along the z-axis, and the 3D deconvolution module found in the Olympus cellSens Imaging Software was used to produce the final IF images.

### Immunoblotting

GBM cells were seeded at 3 × 10^6^ indicated cells/well in 6-well plates and allowed to culture overnight. Cells were then lysed using SDS lysis buffer (10 mM Tris pH 7.5, 1% SDS, 50 mM NaF, 1 mM NaVO_4_), processed in SDS-PAGE using 4–12% Bis-Tris SDS-PAGE gels (Invitrogen), and transferred to Immobilon-P membranes (Millipore). Membranes were then blocked in 5% skim milk/TBST (0.1% Tween, 10 mM Tris at pH 7.6, 100 mM NaCl) for 1 h at room temperature, rinsed once with TBST, then incubated overnight at 4 °C with primary antibodies. The following day, membrane was washed three times with TBST, and incubated in appropriate secondary HRP-conjugated antibodies at room temperature for 2 h, followed by three times of wash with TBST, then analyzed for chemiluminescence using ECL (1856136, Pierce).

### Transmission electron microscopy

For in vitro coculture samples, 5 × 10^5^ LN229^TAZ(4SA)^ cells were seeded onto sterile 60 × 15 mm Permanox dishes (Nalge Nunc International) and cultured overnight at 37 °C with 5% CO_2_. The next day, 32Dcl3cl3 or HL-60 neutrophils were added onto the LN229^TAZ(4SA)^ cells at a 1-to-3 ratio and allowed to coculture for 2 h at 37 °C with 5% CO_2_. Cells were then washed two times with warm DPBS and immediately fixed with Karnovsky fixative containing 2% paraformaldehyde and 2.5% glutaraldehyde (pH 7.3) for 1 h. After fixation, the samples were submitted to the Penn State College of Medicine Transmission Electron Microscopy Core (RRID Number: SCR_021200) and processed. During processing, the samples were further fixed in 1% osmium tetroxide in 0.1 M phosphate buffer (pH 7.4) for 1 h, dehydrated in a series of graduated ethanol solutions followed by acetone, and embedded in LX-112 (Ladd Research, Williston, VT). Next, sections (60 nm) were cut from the samples and stained with uranyl acetate and lead citrate and viewed with a JEOL JEM1400 Transmission Electron Microscope (JEOL USA Inc., Peabody, MA).

### Immuno-gold electron microscopy

Immuno-gold TEM were performed using protocol previously described by (Tang et al, 2019). In brief, 3 × 10^5^ LN229^TAZ(4SA)^ cells were seeded on gridded glass-bottom dishes (P35G-1/5–14-C-GRID, MatTek) and allowed to culture overnight at 37 °C with 5% CO_2_. The next day, 5 × 10^5^ PKH26-labeled HL-60 neutrophils were added and allowed to coculture with the tumor cells for 1 h. Following coculture, cells were fixed for 2 h with 4% paraformaldehyde in phosphate buffer (PB), pH 7.4. Samples were then permeabilized with 0.25% saponin in PB for 30 min and then incubated for 1 h in blocking buffer (10% BSA, 10% normal goat serum, 0.1% cold water fish gelatin, 0.1% saponin in PB). Samples were then incubated overnight at 4 °C in primary MPO antibody. The next day, samples were incubated at room temperature with gold-conjugated secondary antibody (Anti-Rabbit Gold secondary antibody, NanoGold 2004) for 1 h followed by 30 min of fixation in 1% glutaraldehyde in PB. Next, samples were washed with 50 mM glycine in PBS, and treated with Original Gold Enhancement reagents (NanoGold 2113) for 3 min. Samples were then submitted to the Penn State College of Medicine Transmission Electron Microscopy Core (RRID Number: SCR_021200) and processed as described above.

### Gene expression and silencing

pBabe-neo-*TAZ* (4SA) (Lei et al, 2008) was generously provided by Dr. Kun-Liang Guan. plvx-ires-zsgreen1 was from Clontech. Lentiviral vectors encoding shRNAs targeting human *Vps34* (#94: TRCN0000037794; #96: TRCN0000037796) were used to generate *Vps34* knockdown in LN229^TAZ(4SA)^ cells. Lentiviral vectors encoding shRNAs targeting human *UVRAG* (#198: TRCN0000005198; #201: TRCN0000005201) were used to generate *UVRAG* knockdown in LN229^TAZ(4SA)^ cells. Lentiviral vectors encoding shRNAs targeting human *ITGA5* (#52: TRCN0000029652; #53: TRCN0000029653) were used to generate *ITGA5* knockdown in LN229^TAZ(4SA)^ cells. Lentiviral vectors encoding shRNAs targeting human *ITGB1* (#45: TRCN0000029645; #48: TRCN0000029648) were used to generate *ITGB1* knockdown in LN229^TAZ(4SA)^ cells. Lentiviral vectors encoding shRNAs targeting human *ITGAV* (#39: TRCN0000003239; #40: TRCN0000003240) were used to generate *ITGAV* knockdown in HL-60 cells. For qPCR to confirm knockdown status, *ITGAV* primers (Forward: ATCTGTGAGGTCGAAACAGGA; Reverse: TGGAGCATACTCAACAGTCTTTG) were used. 

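Both *ITGAV* primers match GRCh38 exactly at 1 place each. The forward primer lies on chromosome 2 from 186622400 to 186622420, in coding exon 3 of the 30 exons of the canonical GENCODE v44 transcript, and the reverse primer on chromosome 2 from 186625555 to 186625577, in coding exon 4. The product spans 136 bases of spliced RNA and 3178 bases of genomic DNA.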

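*RUBCN* encodes Rubicon and lies on the minus strand of chromosome 3. The guide RNA sequence TGACCCAGGATGCCTCTATG matches GRCh38 exactly at 1 place, chromosome 3 from 197700949 to 197700968 on the plus strand, followed by the protospacer adjacent motif GGG. This site is in coding exon 7 of the 20 exons of the canonical GENCODE v44 transcript. A second guide RNA sequence, GATGAGCCAGTGCCTAGAGG, matches exactly at 1 place, chromosome 3 from 197694501 to 197694520 on the minus strand, followed by AGG, in coding exon 10. The sequence around that site, read along the strand of the gene, is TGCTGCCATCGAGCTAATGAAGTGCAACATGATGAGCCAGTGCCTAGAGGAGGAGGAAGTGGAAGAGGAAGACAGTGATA. Sites with mismatches to either guide were not searched.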

CRISPR-Cas9 (#3 gRNA: RUBCN(h)-3-Forward CACCGTGACCCAGGATGCCTCTATG, RUBCN(h)-3-Reverse AAACCATAGAGGCATCCTGGGTCAC), (#4 gRNA: RUBCN(h)-4-Forward CACCGGATGAGCCAGTGCCTAGAGG, RUBCN(h)-4-Reverse AAACCCTCTAGGCACTGGCTCATCC) were used to generate *RUBCN* knockout in LN229^TAZ(4SA)^ cells. For qPCR to confirm knockout status, *RUBCN* primers (Forward: GATTACTGGCAGTTCGTGAAAGA; Reverse: CTGCTCTGGTCGTTCTCGTG) were used. 

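Both *RUBCN* primers match GRCh38 exactly at 1 place each, the forward primer on chromosome 3 from 197705135 to 197705157 in coding exon 3 and the reverse primer on chromosome 3 from 197704670 to 197704689 in coding exon 4. Their product covers 98 bases of spliced RNA. Neither primer lies in the exons that the guide RNAs target.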

All cells expressing the shRNAs were selected via 2 µg/mL puromycin in culture media. Knockdown efficiency was examined by western blotting or qPCR once per week following selection. All shRNAs were obtained from the PSU Genomics Sciences Core facility.

### RNA-sequencing and data processing

RNA sequencing was performed on an Illumina NovaSeq for 100 cycles using pair-end according to the manufacturer’s instructions. Sequencing data were analyzed using Galaxy (https://usegalaxy.org/). Briefly, reads were trimmed and aligned to reference human genome and annotation files (GRCh38, build 38) using HISAT2. Difference in gene expression were detected by edgeR. Ingenuity Pathway Analysis (Qiagen) was then used for signaling pathway analysis based on the differential expressed genes at 2-fold and FDR < 0.05. The normalized count datasets were included in Dataset EV1.

### Immunomagnetic selection and tumor-associated neutrophil isolation

To collect tumor-associated neutrophils, terminal mice bearing LN229^TAZ(4SA)^ tumors were first euthanized with carbon dioxide and cervical dislocation according to protocols approved by the institution’s animal care committee. Next, tumors were resected from the mouse brain and briefly washed three times with sterile-filtered Dulbecco’s phosphate-buffered saline (DPBS; 21-030-CVR, Corning). Whole tumors were then minced thoroughly and incubated with Hank’s Balanced Salt Solution (HBSS; 21-022-CV, Corning) with 0.1 mg/mL type IV collagenase (C5138, Sigma) and 0.1 mg/mL hyaluronidase (H6254, Sigma) at 37 °C for 15 min. To stop the digestion, equal volumes of HBSS containing 5% FBS were added. The cell mixture was centrifuged for 5 min at 1000 rpm (110 × *g*; ST-40 centrifuge, ThermoFisher). Cells were washed twice using HBSS with 5% FBS mixture, with the same centrifuge settings, to remove any remaining digestive enzymes. The cell mixture was then filtered through sterile 40 μm nylon mesh cell strainer (22-363-547, ThermoFisher). Cells were resuspended in red blood cell lysis buffer (11814389001, Sigma) to lyse red blood cells and then washed three times in RPMI with 5% FBS. Cells were loaded with trypan blue, counted on an automated cell counter, and resuspended in DPBS with 5% FBS for use with immunomagnetic selection. Mouse neutrophil isolation kit (130-097-658, Miltenyi Biotec) was used to isolate tumor-associated neutrophils from the cell mixture according to the manufacturer’s instructions. In brief, singly suspended live cells were first incubated in purified rat anti-mouse CD16/32 Fc receptor block (553141, BD Biosciences) and then labeled with a neutrophil biotin-antibody cocktail containing biotin-conjugated monoclonal antibodies against antigens not expressed on neutrophils. The labeled cells were selected out of the population using anti-biotin microbeads and MS columns (130-042-201, Miltenyi Biotec). The flow-through containing tumor-associated neutrophils had purities higher than 90% as evaluated by flow cytometry.

### Statistics and reproducibility

For statistical analyses, most of the experiments were repeated three or more times as indicated in each figure legend. No data were excluded from the analyses. In the in vitro experiments, all cells in each experiment were from the same pool of parental cells. All mice in different groups in each experiment were from the same cohort. Investigators were not blinded during data collection and group allocation. Statistical significance was tested as indicated in each figure legend. All values shown are mean values, and all error bars represent standard errors of the mean (s.e.m.). GraphPad Prism 10 was used to plot and perform the statistical analysis. For in vivo studies, each data point indicates one animal. For in vitro studies, each data point indicates the average of technical replicates from independent experiments. The number of independent repeats (*n*) is indicated in figure legends. For imaging studies requiring the quantification of cells for overlap and engulfment stages, around 300 cells were counted for each group for each independent replicate. For immunofluorescent imaging studies for PKH26 and MPO quantification, at least 2 representative fields of views were quantified per group, per independent replicate.

## Supplementary information

Peer Review File

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Source data Fig. 7

Dataset EV1

Expanded View Figures

## Data Availability

The RNA-seq datasets from this study have been deposited to the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE263766) with the accession # GSE263766. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44318-024-00130-4.

# Supplementary material for: LC3-associated phagocytosis of neutrophils triggers tumor ferroptotic cell death in glioblastoma
**Source:** EMBO J. 2024 May 28;43(13):4. doi: 10.1038/s44318-024-00130-4
**Supplement:** Supplementary file 10 — Expanded View Figures

## Expanded View Figures

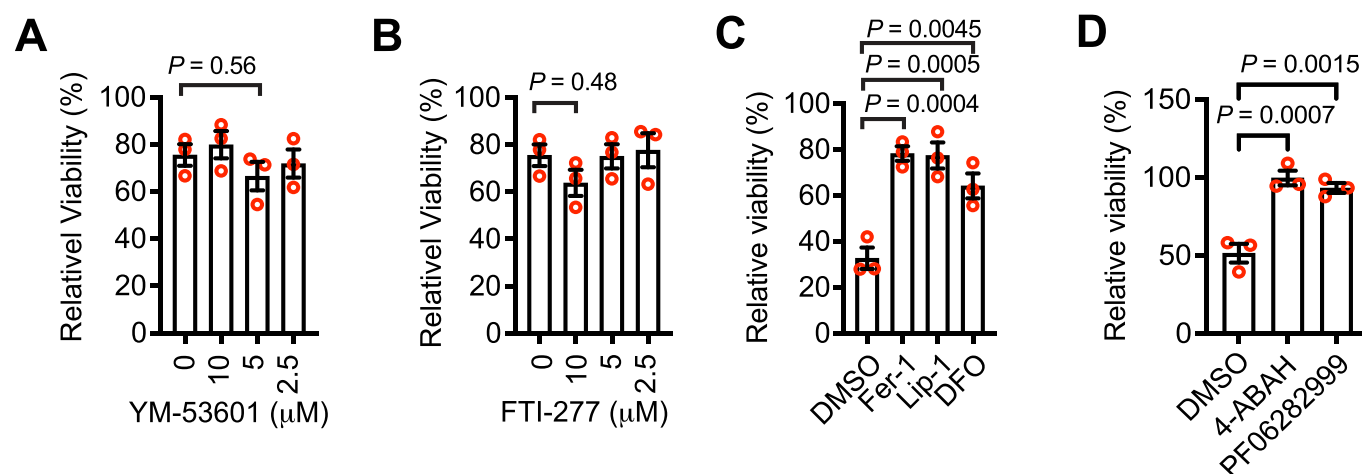

**Figure EV1. Viability of LN229<sup>TAZ(45A)</sup> cells cocultured with dHL-60 cells in the presence of various inhibitors.**

(A, B) Luciferase assay results for LN229<sup>TAZ(45A)</sup> cells cocultured with dHL-60 cells with YM-53691 ( $n = 3$  independent experiments), and FTI-277 ( $n = 3$  independent experiments). Luminescence readouts of cocultured wells were normalized to their respective LN229<sup>TAZ(45A)</sup> cells monocultured wells, both with drugs. One-way ANOVA. (C) Luciferase assay results for LN229<sup>TAZ(45A)</sup> cells cocultured with dHL-60 cells with ferrostatin-1 (2  $\mu$ M), liproxstatin-1 (0.2  $\mu$ M), and DFO (0.2 mM). Luminescence readouts of cocultured wells were normalized to their respective LN229<sup>TAZ(45A)</sup> cells monocultured wells, both with drugs ( $n = 3$  independent experiments). One-way ANOVA. (D) Luciferase assay results for LN229<sup>TAZ(45A)</sup> cells cocultured with dHL-60 cells with 4-ABAH (2  $\mu$ M) or PF06282999 (2  $\mu$ M). Luminescence readouts of cocultured wells were normalized to their respective LN229<sup>TAZ(45A)</sup> cells monocultured wells, both with drugs ( $n = 3$  independent experiments). One-way ANOVA. Error bars, s.e.m.

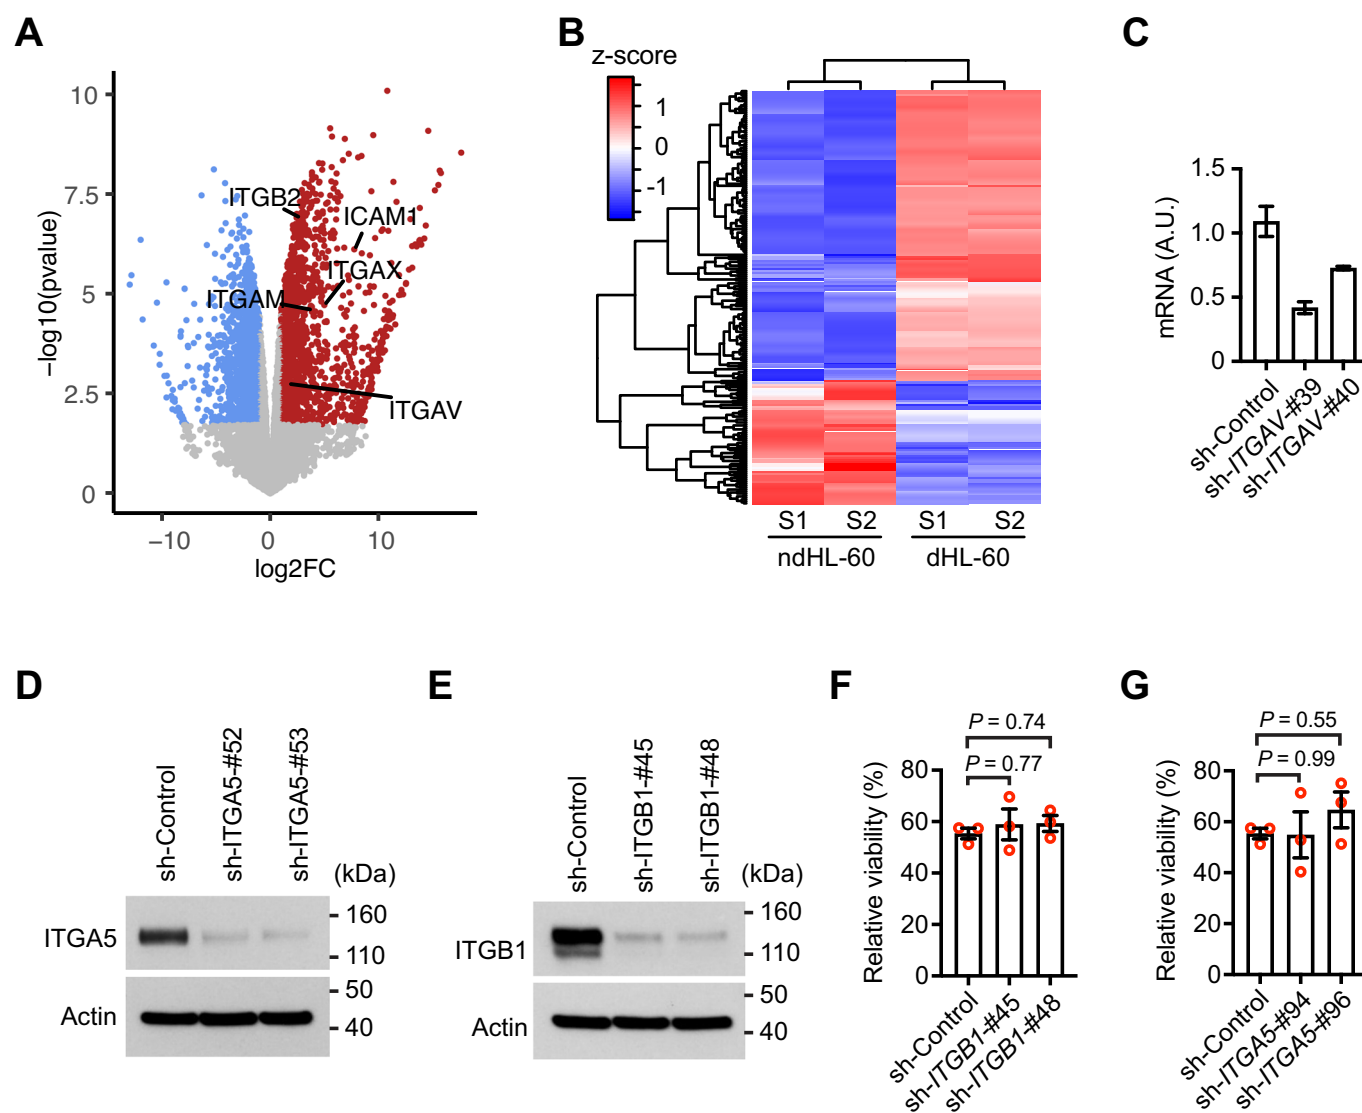

**Figure EV2. Integrin expression and function in the coculture of LN229<sup>TAZ(45A)</sup> cells and dHL-60 cells.**

(A) Volcano plot of differentially expressed genes in dHL-60 cells compared to ndHL-60 cells. Upregulated integrin family genes are labeled. The Benjamini-Hochberg False Discovery Rate (FDR) test. (B) Heatmap plot of differentially expressed genes related to the neutrophil degranulation pathway. Two replicate samples (S1, S2) were analyzed in each condition. (C) dHL-60 cells transduced by indicated shRNAs were subjected to qRT-PCR ( $n = 2$  technical replicates). (D, E) LN229<sup>TAZ(45A)</sup> cells transduced by indicated shRNAs were subjected to Western blotting. (F, G) Cancer cell viability determined using luciferase readouts for LN229<sup>TAZ(45A)</sup> cells transduced with indicated shRNAs cocultured with dHL-60 cells. Luminescence readouts of cocultured wells were normalized to their respective monocultured wells for each LN229<sup>TAZ(45A)</sup> cell line ( $n = 3$  independent experiments). One-way ANOVA. Error bars, s.e.m.

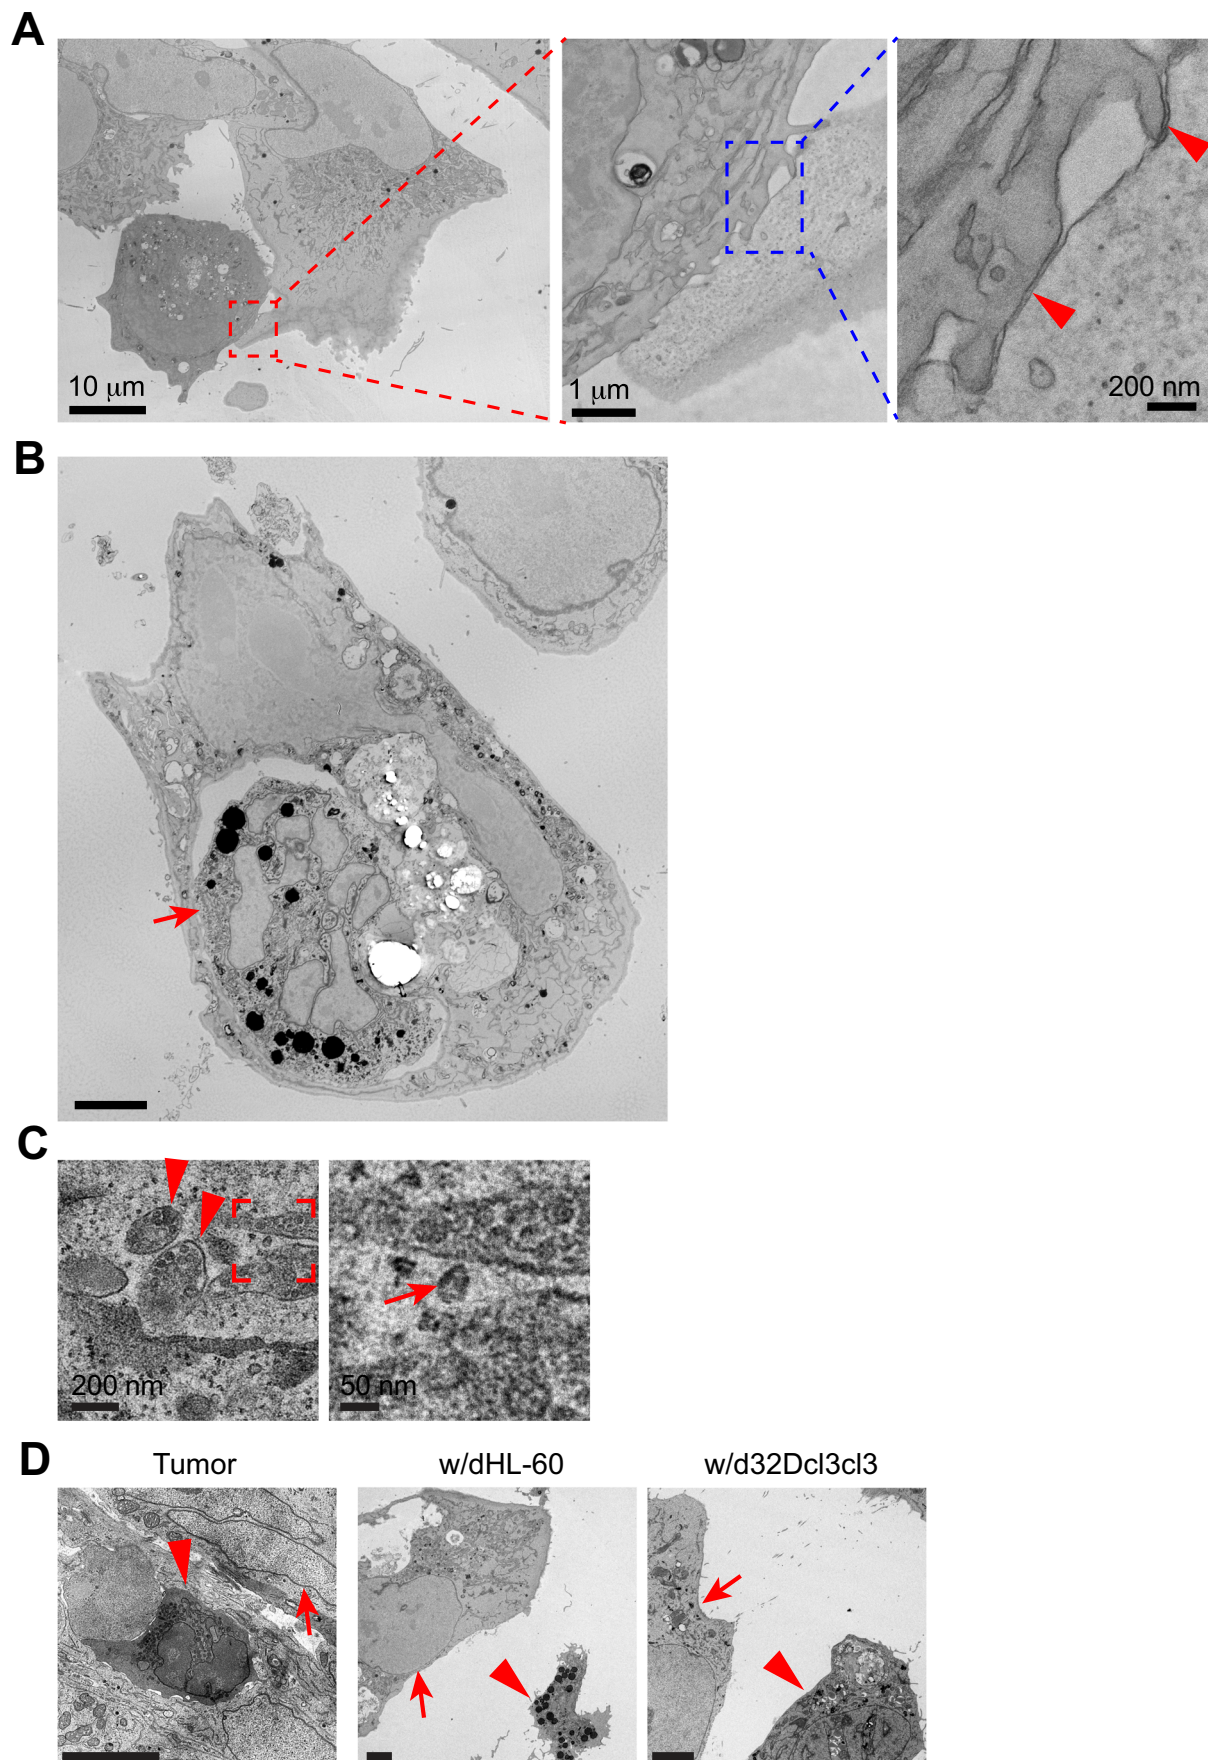

◀ **Figure EV3. TEM analysis of the coculture of LN229TAZ(4SA) cells and neutrophils.**

(A) Low- and high-magnification transmission electron microscopy (TEM) images of LN229<sup>TAZ(4SA)</sup> cells cocultured with dHL-60 neutrophils. The outlined areas are sequentially enlarged and shown as indicated. Arrowheads point adhesion between a tumor cell and a neutrophil. (B) TEM images LN229<sup>TAZ(4SA)</sup> cells cocultured with dHL-60 neutrophils. The arrow points an engulfed neutrophil. Scale bar, 5  $\mu$ m. (C) TEM images of LN229<sup>TAZ(4SA)</sup> tumor cells cultured with d32Dcl3 neutrophils. The outlined area is shown on the right. Arrowheads point to larger granules. The arrow points to smaller granules. (D) TEM images of LN229<sup>TAZ(4SA)</sup> tumor sections (left), LN229<sup>TAZ(4SA)</sup> tumor cells cultured with dHL-60 cells (middle), or d32Dcl3cl3 cells (left). Tumor cells (arrows). Neutrophils (arrowheads). Scale bars, 5  $\mu$ m.

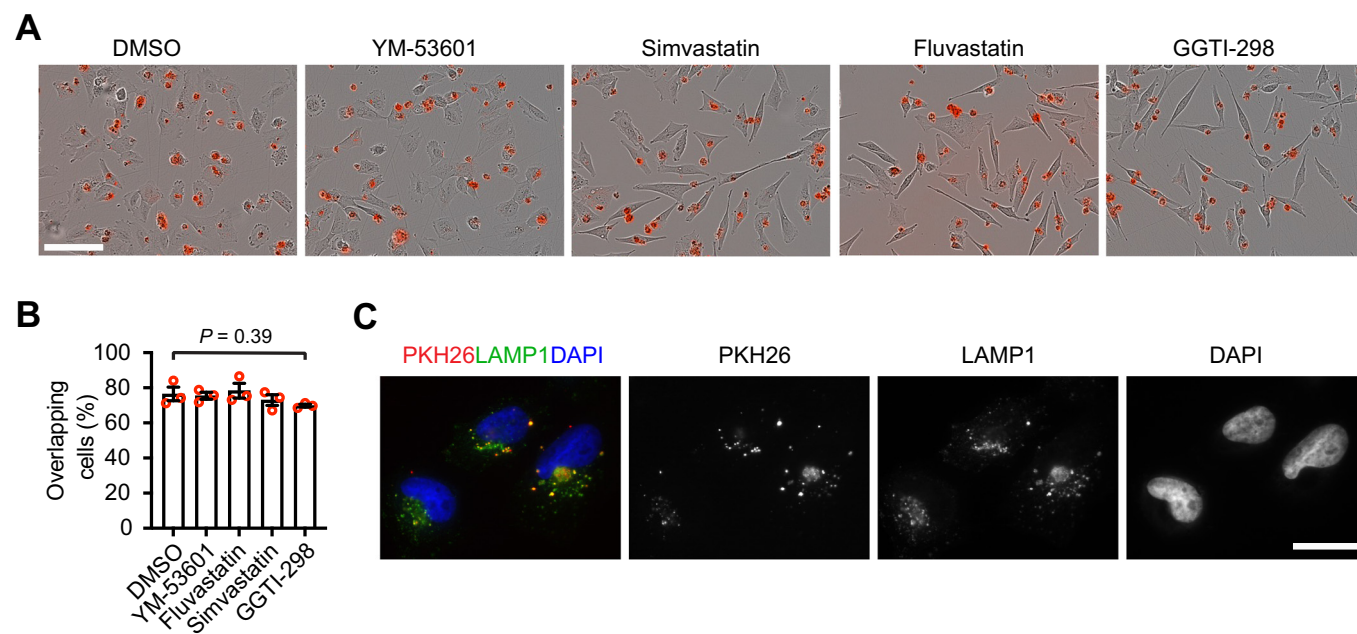

**Figure EV4. Internalization of neutrophils by tumor cells.**

(A) Representative images showing LN229<sup>TAZ(45A)</sup> cells cocultured with PKH26-labeled dHL-60 cells with DMSO, simvastatin (2.5  $\mu$ M), fluvastatin (2.5  $\mu$ M), GGTI-298 (10  $\mu$ M), or YM-53601 (10  $\mu$ M). Scale bar, 100  $\mu$ m. (B) Quantification of LN229<sup>TAZ(45A)</sup> cells with overlapping PKH26-labeled dHL-60 cells in the conditions described in (A) ( $n = 3$  independent experiments). One-way ANOVA. (C) Representative immunofluorescent images showing LAMP1 staining, PKH26 signal, and DAPI staining for LN229<sup>TAZ(45A)</sup> cells cocultured with PKH26-labeled d32Dcl3c13 cells ( $n = 3$ ). Scale bar, 20  $\mu$ m. Error bars, s.e.m.

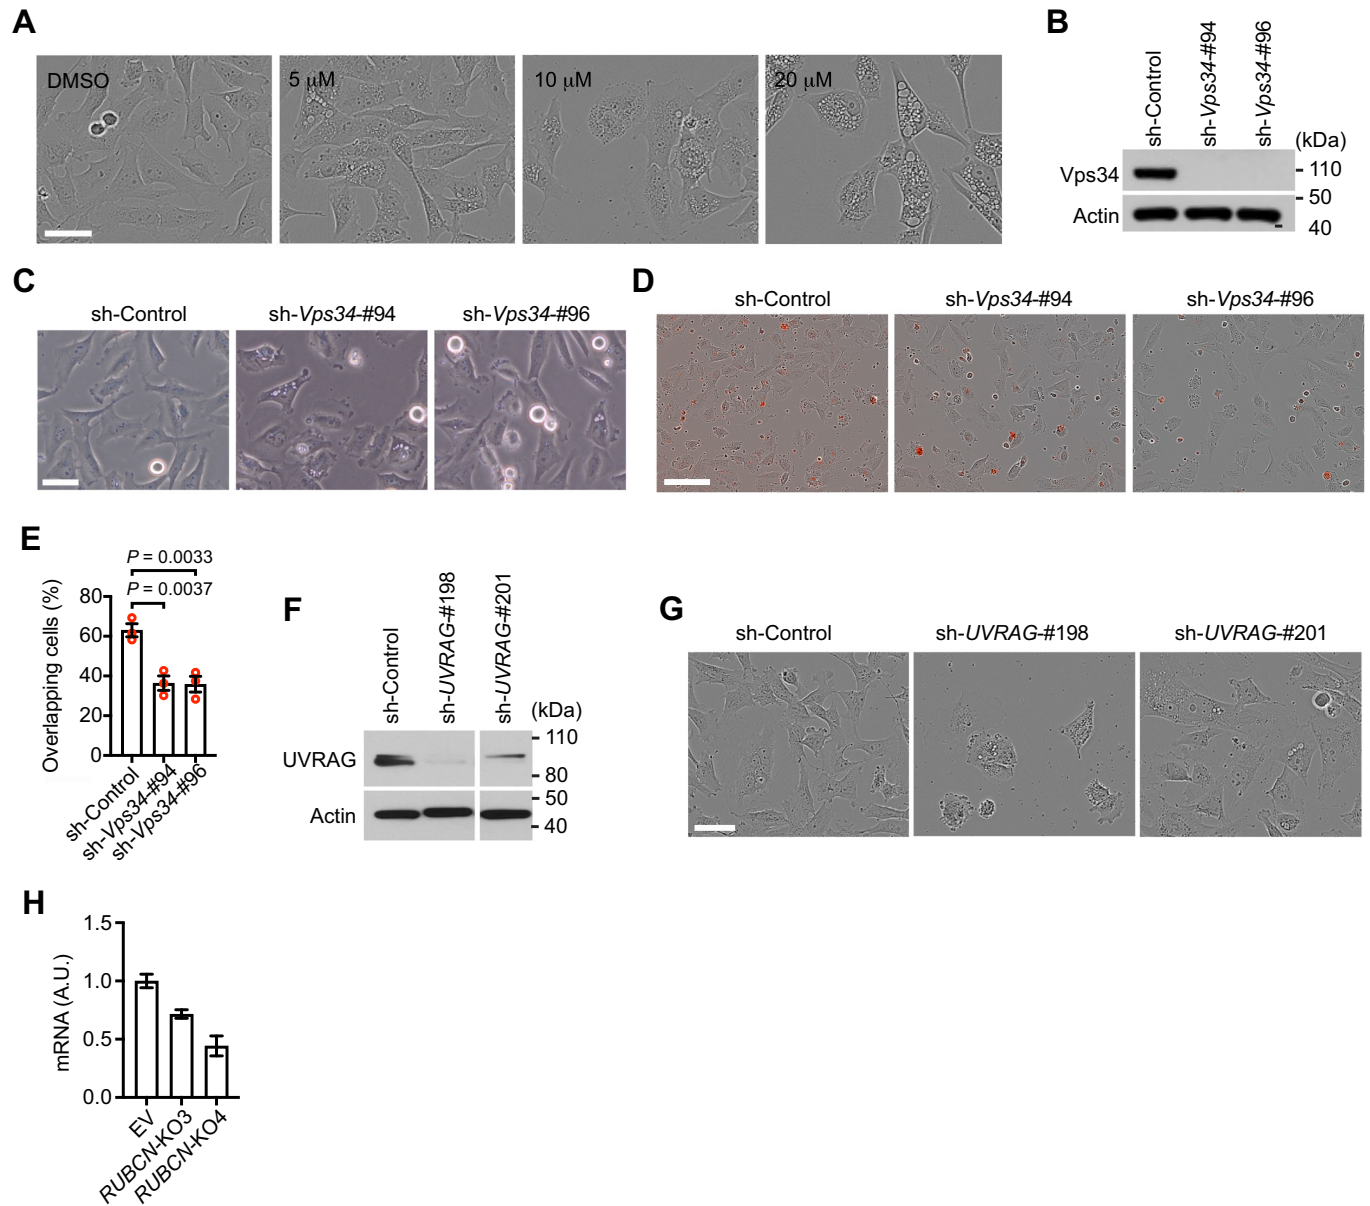

**Figure EV5. Characterization of LN229<sup>TAZ(45A)</sup> cells upon knocking down various LAP genes.**

(A) Representative images showing the morphology of LN229<sup>TAZ(45A)</sup> cells after 12 h treatment with Vps34-IN1 at listed concentrations. Scale bar, 50  $\mu$ m. (B) LN229<sup>TAZ(45A)</sup> cells transduced by indicated shRNAs were subjected to Western blotting. (C) Representative images showing the morphology of LN229<sup>TAZ(45A)</sup> cells transduced by indicated shRNAs. Scale bar, 50  $\mu$ m. (D) Representative images showing the morphology of LN229<sup>TAZ(45A)</sup> cells transduced by indicated shRNAs cocultured with PKH26-labeled dHL-60 cells ( $n = 3$ ). Scale bar, 100  $\mu$ m. (E) Quantification of LN229<sup>TAZ(45A)</sup> cells with overlapping PKH26-labeled dHL-60 cells for groups indicated in (D) ( $n = 3$  independent experiments). One-way ANOVA. (F) LN229<sup>TAZ(45A)</sup> cells transduced by indicated shRNAs were subjected to Western blotting. (G) Representative images showing the morphology of LN229<sup>TAZ(45A)</sup> cells transduced by indicated shRNAs. Scale bar, 50  $\mu$ m. (H) LN229<sup>TAZ(45A)</sup> cells transduced by indicated gRNAs were subjected to qRT-PCR ( $n = 2$  technical replicates). Error bars, s.e.m.

How the deposited data were processed for this re-analysis (not part of the article)

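RNA-seq of HL-60 cells was analysed in 4 libraries, 2 of dHL-60 and 2 of ndHL-60 cells. The authors aligned the reads to GRCh38 and deposited log2 CPM values per gene with an offset inside the log. The paper's text does not name the read counter, the gene filter, the annotation release or the normalization method behind these values.

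The groups were named by Dataset EV1. The rule, set before the deposited files were opened, was that a table equal to 1 column of Dataset EV1 in every row at hand takes the state of that column. Part of Dataset EV1 had been read by then, so its values were known when the tests were fixed. The labels of the deposited samples give the opposite names, which changes the sign of each fold change and no p-value.

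Whole reads were recovered by subtracting the lowest linear value of the tables and dividing by the worth of 1 read in each library. The normalized library sizes implied by the values were 29863776, 31820028, 30089827 and 28305127 for dHL-60 replicates 1 and 2 and ndHL-60 replicates 1 and 2. A gene without reads in a library allows up to 3 reads, and such bounds and intervals cover counting error only.

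Differences were computed with limma 3.58.1 in R 4.3.3 by lmFit and eBayes with a variance trend on the deposited log2 values of 12369 genes, without a further filter or block. Genes with an adjusted p under 0.05 and a log2 fold change of at least 1 in size were counted. Gene lists were tested with camera at an inter-gene correlation of 0.01. On counts simulated from the mean levels and library sizes of these 12369 genes, 198 of 200 genes changed 4-fold between dHL-60 and ndHL-60 were recovered at a dispersion of 0.03, and 1 unchanged gene was called. With the dispersion that the replicates of each group gave, 0.0221 in dHL-60 and 0.0712 in ndHL-60, 173 of 200 were recovered and 0 unchanged genes were called. The second simulation was added after the data were seen. In each simulation the changed genes were drawn only from genes above a limit on expected reads, and genes did not differ in dispersion. Far fewer genes were changed than were called in the data. The recovery therefore does not cover genes with few reads.

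The 12 lists and the alternatives were written before the deposited files were opened, apart from a scaling to the reads of the listed genes. Several lists took their topic from the paper's pathway figure, which rests on these same libraries. The alternatives were limma without the trend, limma-voom on recovered reads, filters at a mean log2 value of 0 and 3, quantile normalization, median centring, log2(CPM + 1) and log2(CPM + 5), other thresholds, a replicate block, fry, camera with an estimated correlation, and leaving out each library. The genes named were those the paper names for this experiment, *MPO* and *CEACAM8*, each integrin subunit gene past the threshold, up to 3 genes with the largest rise and 3 with the largest fall in each list, and the 5 genes with the largest rise and the 5 with the largest fall whose groups did not overlap. *ITGB1* and *ITGB2-AS1* were added after their values were seen.

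Gene positions were taken from RefSeq on GRCh38.p14 by Entrez identifier, which matched 12297 of 12369 genes. Overlaps, transcript length and GC content came from GENCODE v44. Primers and guide RNAs were searched in GRCh38 for exact matches on both strands with Python 3.11.15.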

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

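The genes below rose in dHL-60 cells and are not discussed in the paper. They were selected by rules fixed before the deposited files were opened, when part of Dataset EV1, which holds the same values, had already been read. As exceptions, *ITGA7* and *ITGB7* were set apart after their values were seen, and the test of the scaling was chosen after the rises were seen.

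*TGM2* was at least 8089-fold, *CHST15* at least 2210-fold and *DHRS3* at least 2050-fold higher in dHL-60 than in ndHL-60 cells, since neither ndHL-60 library had reads on them. *ALS2CL* had a log2 fold change of 12.61 with 1 read in the ndHL-60 libraries, a ratio of 30025 (95% exact interval from 5389 to 1185960). *PTGES* had a log2 fold change of 11.69, with 0 reads in ndHL-60 replicate 1 and 18 in replicate 2. Among the integrin genes, *ITGA7* was at least 11.9-fold higher and *ITGB7* had a log2 fold change of 3.82.

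The scaling of the libraries does not account for these rises, since the largest shift that another scaling gave to the median log2 fold change of all genes was 0.20. This outcome was nearly fixed in advance, because most of these genes were selected as the largest rises. The direction rests on the group names of Dataset EV1. Under the sample labels, the same genes would be lower in differentiated cells. *ZNF740*, which overlaps *ITGB7* on the opposite strand, did not rise (log2 fold change -0.56, adjusted p = 0.347 in limma), so its reads do not account for the rise of *ITGB7*. *BLOC1S1*, which overlaps *ITGA7* on the opposite strand, rose by 1.36 on the log2 scale, less than the bound for *ITGA7*, which rests on few reads. Differentiation, the difference that the design names, stays open as well and was not tested apart from the group itself. The dHL-60 cells were cultured with all-trans retinoic acid and granulocyte colony-stimulating factor. A direct response to these agents cannot be told from differentiation in this design.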

How the results depend on the processing

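The scaling to the reads of the listed genes was chosen after the data were seen, and the other alternatives were set before the deposited files were opened, when part of Dataset EV1 had been read.

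The number of genes called depended mainly on the threshold. With a test against a 2-fold change, 877 genes were higher and 482 lower. At an adjusted p under 0.01 there were 1201 and 909, and among genes with a mean log2 value of at least 3 there were 1189 higher, where fewer genes were tested. The other alternatives stayed within 1.5 times the counts of 1883 and 1712. Limma-voom on recovered reads called 3362 genes, of which 3260 were shared with the 3595 called on the deposited values.

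Neither the paper nor the sample labels say that a replicate number marks a shared batch or day, so the numbers were not used as pairs. The differences between replicates 1 and 2 in both groups had a correlation of 0.0511 across all genes and 0.103 across the 7628 genes with a mean log2 value of at least 3, and genes are not independent replicates. With the replicate number as a block, 1928 genes were higher and 1859 lower, and *ITGAV* passed the same threshold.

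The granule, mitosis, DNA replication, NADPH oxidase, ARP2/3 and WASP and integrin lists kept their direction in every alternative. With camera's estimated correlation, none of the 12 lists passed an adjusted p of 0.05, with the medians unchanged by construction at 1.54 for granule and membrane genes, -1.61 for mitosis, -1.87 for DNA replication, 2.89 for the NADPH oxidase list, 0.85 for ARP2/3 and WASP and 1.12 for integrins. That form has few degrees of freedom with so few libraries, so the loss does not show that the genes of a list were correlated. The list specific granule, tested among the granule genes, is the exception in direction, since its median of 0.0336 became -0.0718 under quantile normalization and -0.16 when scaled to the reads of the listed genes. In the other direction, its median was 1.14 among genes with a mean log2 value of at least 3, a filter that removed most of its lower genes. The median of the specific granule list ranged from 0.095 to 0.284 when each library was left out in turn.

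The integrin list also lost its call without the variance trend (adjusted p = 0.0506, median 1.12), among genes with a mean log2 value of at least 0 (median 0.40), with log2(CPM + 1) (0.49) and with log2(CPM + 5) (0.27) in limma's camera. The cause was not tested.

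Leaving out each library in turn gave medians from 1.35 to 1.69 for granule and membrane genes, -1.95 to -1.83 for DNA replication, -1.68 to -1.64 for mitosis, 2.00 to 2.95 for the NADPH oxidase list, 0.80 to 0.88 for ARP2/3 and WASP and 0.35 to 1.30 for integrins. For ITGAV the log2 fold change ranged from 1.38 to 2.26. No call was made for these fits, since the group left with 1 library has no spread of its own. For the single genes and the other lists, 15 values lost their call under an alternative, 2 gained one, 3 moved by more than the replicate spread and 2 reversed.

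The calls of some genes with few reads depended on the processing. *LCN2* had no reads in either dHL-60 library and 15 and 51 in the ndHL-60 libraries, and its call was lost with limma-voom and with both larger offsets. Whether depth caused this was not tested.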

Differences from the paper's values

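The legend of Fig. EV2A states that upregulated integrin family genes are labeled. *ITGB7* (log2 fold change 3.82) and *ITGA7* (4.23, with no reads in ndHL-60) also passed the threshold here and carry no label in the figure.

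The labels of the deposited samples name the libraries opposite to Dataset EV1. With the names of the sample labels, every direction the paper states from these RNA-seq data would be reversed.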

Other observations

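The tests of the group names, of the scaling behind the granule lists and of leftover cells were chosen after the results were seen. The corrections for GC content and transcript length and the thinning of reads were set before their results were seen.

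All 4 tables equalled the Dataset EV1 columns of the state opposite to their sample label, so a candidate explanation is a mislabelled sample: the labels of the 2 groups are exchanged. This equality is the disagreement itself and does not test the explanation, which stays open. The column headers of the tables name the same states as Dataset EV1. If the names were exchanged in both the headers and Dataset EV1, cell division genes would be mostly higher in the libraries named as differentiated, since neutrophil differentiation ends cell division. In those libraries 42 of 44 mitosis and checkpoint genes were lower and 0 higher, which argues against such an exchange. The groups were named by Dataset EV1 and not by these values.

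Azurophil granule genes were more often lower than higher, and secretory vesicle and membrane genes mostly higher, in dHL-60 cells. The medians of both lists lay 3.34 apart on the log2 scale (SD 0.10 over the 4 pairs of a dHL-60 and an ndHL-60 library). The distance was 3.36 under quantile normalization and 2.98 after the trend on GC content and transcript length was removed, which moved 6907 of 12134 genes by more than 0.1. These values argue against either as the whole cause. A hypothesis that stays open is that genes of early granules may be switched off during differentiation while genes of late granules and the membrane are switched on. The lists were written by hand and are not independent of this idea.

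*MPO*, the most abundant gene of the ndHL-60 libraries, kept 26.2% of its ndHL-60 level in dHL-60 cells. If undifferentiated cells left in the cultures brought these reads, other abundant ndHL-60 transcripts could not fall below that share. Of 1904 genes with at least 100 CPM in ndHL-60, 72 kept less than *MPO* did in every pair of libraries, and *CTSG*, at 514 CPM, kept 5.70%. A first form of this test, which asked for less than 10% of the share that *MPO* kept, found 5 genes and left the question open. It was replaced after that count was seen, because the prediction concerned any abundant gene below the share of *MPO*. Leftover cells as the source of all *MPO* reads are argued against, and a smaller contribution stays open. MPO protein was not measured here.

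The ndHL-60 replicates differed more than the dHL-60 replicates. Over 7628 genes with a mean log2 value of at least 3, the difference between replicates had an SD of 0.54 in ndHL-60 and 0.32 in dHL-60. With all libraries thinned to 26042530 reads, the SD was 0.54 in ndHL-60 and 0.32 in dHL-60, and after the trend on GC content and transcript length was removed it was 0.52 and 0.31. Neither depth nor this trend accounts for the whole difference, and no biological explanation was tested.

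*CEACAM8*, which encodes CD66b, did not pass the threshold (log2 fold change 0.35, adjusted p = 0.0865 in limma, higher in 2 of 2 dHL-60 libraries), and the antisense gene *LIPE-AS1* overlaps it. Its log2 fold change was 0.23 without ndHL-60 replicate 1, 0.48 without ndHL-60 replicate 2 and 0.15 when the libraries were scaled to the reads of the listed genes, and its adjusted p ranged from 0.0598 to 0.370 in limma over the alternatives. The list of mevalonate pathway and geranylgeranylation genes was lower, with 11 of 23 genes lower and 1 higher (median log2 fold change of -1.07, adjusted p = 0.000342 in limma's camera). The list of autophagy and LC3-associated phagocytosis genes had 5 of 18 genes higher and 0 lower (median log2 fold change of 0.47, adjusted p = 0.0242 in limma's camera). The median of the list autophagy and LC3-associated phagocytosis was 0.32 without dHL-60 replicate 2, 0.62 without ndHL-60 replicate 1 and 0.28 when scaled to the reads of the listed genes. The median of the mevalonate list ranged from -1.15 to -1.02 when each library was left out in turn. Both lists passed the threshold under limma's fry and neither did with camera's estimated correlation (adjusted p = 0.114 for mevalonate and 0.171 for autophagy). *RUBCN*, which the paper knocked out in tumor cells, was among the higher autophagy genes (log2 fold change 2.60, adjusted p = 0.000326 in limma), and *FYTTD1*, which overlaps it on the opposite strand, rose as well. *FTL* was the most abundant gene of both dHL-60 libraries, with 4.63% and 4.68% of the reads on listed genes, and was singled out after its values were seen.

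The genes with the largest falls were *IGLL1* (log2 fold change -9.89 with 1 read in the dHL-60 libraries, a ratio of ndHL-60 to dHL-60 of 4977 with a 95% exact interval from 893 to 196637), *TENT5C* (-9.28, from -11.40 without dHL-60 replicate 1 to -7.16 without dHL-60 replicate 2), *SPNS3* (-8.23), and *KCNN4* and *MZB1*, which had no reads in dHL-60 and were at least 339-fold and 304-fold lower.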
